# Siwi cooperates with Par-1 kinase to resolve the autoinhibitory effect of Papi for Siwi-piRISC biogenesis

**DOI:** 10.1038/s41467-022-29193-9

**Published:** 2022-03-21

**Authors:** Hiromi Yamada, Kazumichi M. Nishida, Yuka W. Iwasaki, Yosuke Isota, Lumi Negishi, Mikiko C. Siomi

**Keywords:** Phosphorylation, RNA, Piwi RNAs

## Abstract

*Bombyx* Papi acts as a scaffold for Siwi-piRISC biogenesis on the mitochondrial surface. Papi binds first to Siwi via the Tudor domain and subsequently to piRNA precursors loaded onto Siwi via the K-homology (KH) domains. This second action depends on phosphorylation of Papi. However, the underlying mechanism remains unknown. Here, we show that Siwi targets Par-1 kinase to Papi to phosphorylate Ser547 in the auxiliary domain. This modification enhances the ability of Papi to bind Siwi-bound piRNA precursors via the KH domains. The Papi S547A mutant bound to Siwi, but evaded phosphorylation by Par-1, abrogating Siwi-piRISC biogenesis. A Papi mutant that lacked the Tudor and auxiliary domains escaped coordinated regulation by Siwi and Par-1 and bound RNAs autonomously. Another Papi mutant that lacked the auxiliary domain bound Siwi but did not bind piRNA precursors. A sophisticated mechanism by which Siwi cooperates with Par-1 kinase to promote Siwi-piRISC biogenesis was uncovered.

## Abstract (web summary)

Siwi-piRISC protects the germline genome from DNA damage caused by selfish movement of transposons by suppressing their expression. Here, the authors show how molecularly Papi, which plays an important role in the production of Siwi-piRISC, cooperates with Par-1 kinase to ensure the accumulation of Siwi-piRISC in germ cells.

## Introduction

PIWI-interacting RNAs (piRNAs) repress transposons to protect germline genomes from DNA damage caused by random movement of transposons within a genome^1–3^. To fulfill this role, piRNAs stoichiometrically assemble the piRNA-induced silencing complex (piRISC) with PIWI proteins. Dysfunction of piRISC causes transposon derepression, leading to failures in gonadal development and infertility^4^.

The *Bombyx* genome contains two *PIWI* genes, *Siwi* and *Ago3*^5^, and BmN4 cells, which are cultured germ cells derived from *Bombyx* ovaries, express both PIWI proteins^5,6^. In BmN4 cells, Siwi and Ago3 are loaded with piRNAs, localized to the cytoplasm, and exert endonuclease activity, called slicer, to cleave target RNAs complementary to the bound piRNAs, resulting in post-transcriptional repression of the target genes^5,6^. Many other organisms such as *Drosophila* and mouse have nuclear-localized piRISCs in addition to cytoplasmic piRISCs, which induce heterochromatin at the target gene loci to block transcription^7^. *Bombyx* lacks nuclear-localized piRISCs, thus all piRISC-mediated transposon repression is PIWI slicer-dependent^6,8^.

In BmN4 cells, Siwi-loaded piRNAs are antisense biased against transposon mRNAs, and therefore Siwi-piRISC is able to cleave transposon mRNAs^6^. Cleaved RNAs are subsequently used to generate Ago3-piRISC. Thus, Ago3-loaded piRNAs are sense biased and Ago3-piRISC cleaves antisense transcripts of transposons. These cleaved RNAs are then used to produce Siwi-piRISC^6^. This slicer-dependent, mutual RNA cleavage operated by the two PIWI proteins is known as the ping-pong cycle, which exhausts transposon RNA transcripts intracellularly, resulting in piRNA amplification and effective transposon repression^9–11^.

The Ago3 slicer-dependent Siwi-piRISC production occurs in nuage termed Ago3 bodies^6^. Nuage is a germ cell-specific, perinuclear non-membranous organelle that is conserved in a wide range of organisms^12,13^. However, in BmN4 cells, Ago3-independent Siwi-piRISC generation does not occur in nuage. Rather, this pathway is initiated when nascent, piRNA-free Siwi binds to Papi located on the mitochondrial surface. This molecular engagement depends on the Tudor domain of Papi and the symmetrical dimethylarginine residues of Siwi^8^. Siwi then binds the piRNA precursor in a stoichiometric manner and becomes the piRISC precursor (pre-piRISC). Zucchini (Zuc), an endonuclease localized on the mitochondrial surface, then processes the 3′ end of piRNA precursor within the pre-piRISC, releasing mature Siwi-piRISC from Papi to the cytosolic environment for the repression of transposons^14^.

Papi contains two K-homology (KH) domains in addition to the Tudor domain^8,15^. The KH domain is widely known to confer RNA-binding activity to host proteins^16,17^. Indeed, KH domain mutants of Papi exhibited no RNA-binding activity and failed to assist Zuc-dependent piRISC maturation^14^. Thus, the RNA-binding activity of Papi via the KH domains is essential for Siwi-piRISC biogenesis. Remarkably, dephosphorylation treatment of Papi inactivated its RNA binding even though the KH domains were intact, indicating that phosphorylation is important for the regulation of the RNA-binding activity of Papi^14^. However, how the phosphorylation of Papi takes place in vivo and how it regulates the RNA-binding activity of Papi necessary for Siwi-piRISC biogenesis remains unclear.

## Results

### Ser547 phosphorylation is the key to the RNA-binding activity of Papi necessary for Siwi-piRISC biogenesis

First, we attempted to identify the phosphorylation site(s) that influences the RNA-binding activity of Papi. Our previous UV crosslinking immunoprecipitation (CLIP), which showed the importance of Papi phosphorylation for its RNA-binding activity, was carried out in buffer without phosphatase inhibitor^14^. In this study, we conducted CLIP with and without phosphatase inhibitor and compared the outcomes. With the inhibitor, the topmost band on the western blot was more prominent and the RNA-binding activity of the band was also stronger compared with the results without the inhibitor (Fig. 1a). We therefore isolated the topmost band (with the inhibitor) (Fig. 1b) and performed a mass spectrometric analysis. We found that Papi was phosphorylated at three residues, Ser157, Ser547, and Ser565 (Supplementary Fig. 1a–c). Ser157 is located in the second KH domain, and the two other residues are in the C-terminal auxiliary domain (Fig. 1c).

**Fig. 1:**
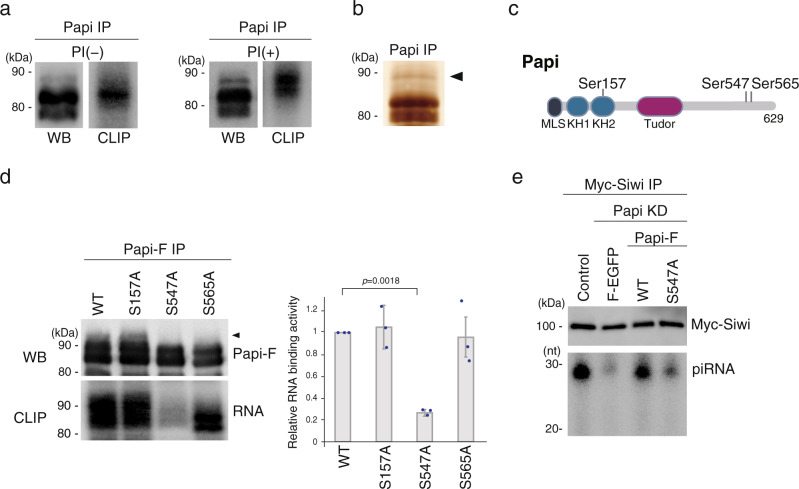
Phosphorylation of Ser547 of Papi is necessary for Siwi-piRISC biogenesis. **a** Western blotting (WB) panels show band patterns of Papi in CLIP in the presence (+) and absence (−) of phosphatase inhibitor (PI). CLIP panels show the Papi-RNA complex labeled with ^32^P (*n* = 3). **b** Silver staining shows Papi immunoisolated from BmN4 cell lysates. The band that was used in the mass spectrometric analysis is indicated with a triangle (*n* = 3). **c** Schematic drawing of Papi shows where Ser157, Ser547, and Ser565 are located. MLS mitochondrial localization signal, KH1 and KH2 K-homology domains. **d** CLIP panel shows that the RNA-binding activity of the S547A mutant was negligible, whereas that of other mutants was comparable to that of WT Papi. The topmost band in WT Papi is indicated with a triangle. Western blotting (WB) shows the band patterns of WT Papi and its mutants in CLIP. The statistical data of the CLIP signals (*n* = 3) is shown (right). The signal intensities were calculated using ImageJ (National Institutes of Health) Each dot represents the intensity calculated from three independent experiments. *P* values were calculated by *t*-test (two-sided). Data are presented as mean values ± SD. **e** WT Papi but not the S547A mutant restored Siwi-piRISC biogenesis in cells that lacked Papi [Papi knockdown (KD)] (*n* = 3). The Papi-Flag (Papi-F) used in this experiment was RNAi-resistant. Control, Myc-Siwi was expressed in normal BmN4 cells; Flag-EGFP (F-EGFP) was used as a negative control. piRNAs were visualized by ^32^P-labeling. The amounts of Myc-Siwi in Input and the knockdown efficiency for Papi are shown in Supplementary Fig. 1e. Source data are provided as a Source Data file.

To understand which of these three residues was involved in the RNA-binding activity of Papi, we changed each of the three serine residues to alanine and expressed each of the mutants individually in BmN4 cells. The band pattern of the S157A mutant on the western blot looked similar to that of wild-type (WT) Papi (Fig. 1d). In contrast, the band patterns of the S547A and S565A mutants were slightly different from that of the WT; in particular, the top band was weaker (see the region indicated by a black triangle in Fig. 1d). The CLIP showed that the S547A mutant bound RNA only weakly, whereas, for the S157A and S565A mutants, the RNA-binding activity was comparable to that of WT Papi (Fig. 1d). This finding suggests that Ser547, but not Ser157 and Ser565, is involved in the RNA-binding activity of Papi. It is worth noting that the replacement of Ser157 in the second KH domain of Papi with phosphorylation-defective alanine did not affect the RNA-binding ability of Papi, contrary to our expectation: change(s) in charge often affects the RNA binding capacity. The S547A mutant appeared as multiple bands on the western blot (Fig. 1d), suggesting that Ser157 and Ser565 may be phosphorylated in the S547A mutant, as they are in the WT.

The S547A mutant maintained its ability to bind Siwi (Supplementary Fig. 1d). However, when this mutant was expressed alternative to endogenous Papi, the amount of Siwi-piRISC detected was negligible (Fig. 1e and Supplementary Fig. 1e). These results indicate that Siwi binding to Papi is not sufficient, but Papi phosphorylation at Ser547 is required, for Siwi-piRISC biogenesis.

### Par-1 kinase is responsible for the phosphorylation of Ser547 in Papi

To understand whether Papi phosphorylation occurs before or after its mitochondrial targeting, we produced the Papi mutant ΔMLS, which lacks the N-terminal mitochondrial localization signal (MLS), and examined its phosphorylation status. The ΔMLS mutant was not present in the mitochondrial fraction (Fig. 2a and Supplementary Fig. 2a) and was only weakly phosphorylated (Fig. 2b and Supplementary Fig. 2b). This result suggests that Papi phosphorylation takes place on the mitochondrial surface and that the enzyme responsible for the phosphorylation of Papi is nearby.

**Fig. 2:**
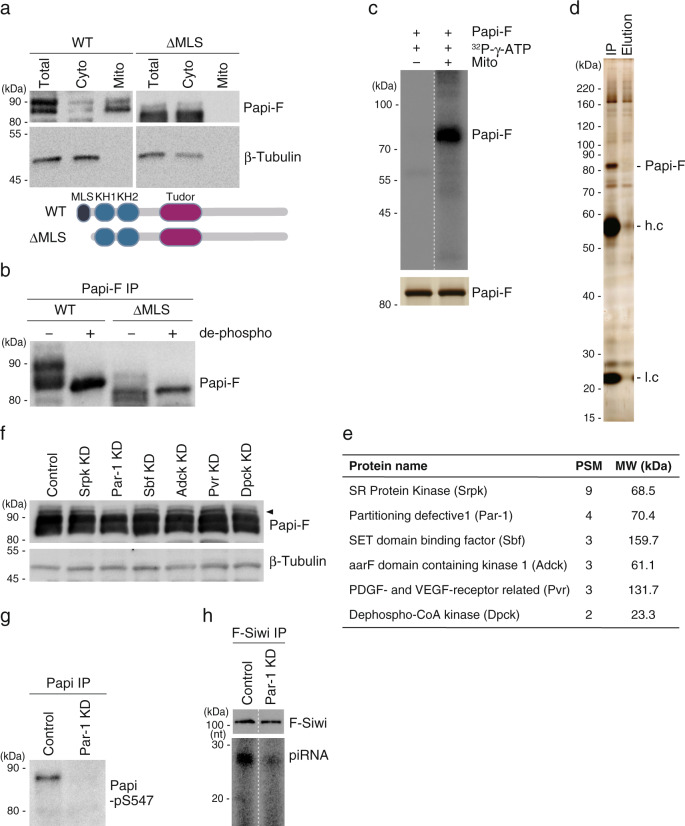
Par-1 kinase is responsible for Papi Ser547 phosphorylation. **a** Western blotting shows that WT Papi is concentrated in the mitochondrial fraction (Mito), whereas the Papi ΔMLS mutant, which lacks the mitochondrial localization signal, is in the cytoplasmic fraction (Cyto) (*n* = 3). Total, total lysates of BmN4 cells. β-Tubulin was used as a marker of the cytoplasmic fraction. The schematic drawing shows the domain structure of WT Papi and the Papi ΔMLS mutant. **b** Western blotting shows that WT Papi is efficiently phosphorylated in vivo, whereas the Papi ΔMLS mutant is not (*n* = 3). de-phospho, the immunoprecipitated materials were treated with (+) and without (−) phosphatase prior to western blotting. **c** Papi-Flag (Papi-F) (upper) was ^32^P-labeled efficiently upon incubation with the mitochondrial fraction (Mito) of BmN4 cells in the presence of ^32^P-γ-ATP. Silver-stained Papi-F (lower) used in the assay is shown (*n* = 3). **d** Silver staining shows proteins that co-immunoprecipitated with Papi-F after incubation with the mitochondrial fraction of BmN4 cells. IP, proteins co-immunoprecipitated with Papi-F; Elution, proteins bound to Papi-F were eluted with high-salt buffer; h.c., heavy chain of the antibody; l.c., light chain of the antibody (*n* = 3). **e** Six kinases identified in the mass spectrometric analysis. PSM, peptide-spectrum match; MW, predicted molecular weight. **f** The six kinases in (**e**) were depleted by RNAi (KD) in BmN4 cells, and the levels of Papi-F within the cells were examined by western blotting (*n* = 3). The RNAi efficiency was examined by RT-qPCR (Supplementary Fig. 2c). β-Tubulin was used as a loading control. **g** Papi-pSer547 was detected before Par-1 depletion (Control) but not after Par-1 depletion (Par-1 KD) (*n* = 3). Anti-Papi-pSer547 antibody (Supplementary Fig. 2d, e) was used. **h** Siwi-piRISC was barely detected in Par-1-depleted cells (Par-1 KD) (*n* = 3). F-Siwi, Flag-Siwi. piRNAs were visualized by ^32^P-labeling. Source data are provided as a Source Data file.

Then, we incubated Flag-tagged Papi (Papi-Flag) in BmN4 mitochondrial lysates in the presence of ^32^P-γ-ATP. First, the Papi-Flag was immunopurified from BmN4 cells under harsh conditions that could theoretically avoid contamination of Papi-binding proteins and was dephosphorylated. After the incubation, Papi-Flag was ^32^P-labeled (Fig. 2c), suggesting the presence of kinase(s) for Papi in the fraction. Next, Papi-Flag was immunoprecipitated under ATP-free conditions and Papi-binding proteins were visualized by silver staining (Fig. 2d). Besides Papi-Flag, a number of other proteins were observed. The proteins were then eluted from the beads with a high-salt buffer and used for LC–MS/MS. A total of 649 proteins were identified, and six of them were annotated as kinases with peptide-spectrum matches greater than or equal to 2 (Fig. 2e).

Each of these six kinases was depleted by RNA interference (RNAi) and their effects on the phosphorylation of Papi were examined. The loss of Partitioning defective 1 (Par-1), but not of the other kinases, affected the phosphorylation of Papi (Fig. 2f and Supplementary Fig. 2c) (see the region indicated by a black triangle in Fig. 2f). Par-1 is a serine/threonine kinase (also called a MARK kinase) that functions in controlling the asymmetric distribution of factors in polarized cells, neuronal differentiation, and epithelial organization^18–20^.

We next examined how the loss of Par-1 affected the phosphorylation of Ser547 in Papi. To this end, we produced a monoclonal antibody specific for Ser547 phosphorylation (Papi-pSer547) (Supplementary Fig. 2d, e). Papi-pSer547 was detected before but not after Par-1 depletion in BmN4 cells (Fig. 2g). This finding strongly supports the idea that Par-1 is involved in the phosphorylation of Ser547 in Papi. Papi appeared as multiple bands in Par-1-depleted cells (Fig. 2f), implying that Par-1 may not be involved in the phosphorylation of other Papi residues. The loss of Par-1 impaired Siwi-piRISC biogenesis (Fig. 2h), corroborating the importance of Par-1 in Siwi-piRISC production.

Because the anti-Papi-pSer547 monoclonal antibody was available, WT Papi and Papi S157A, S547A, and S565A mutants (Fig. 1d) were probed with the antibody. The results confirmed that the S157A and S565A mutants, but not the S547A mutant, were phosphorylated at Ser547, similar to the WT (Supplementary Fig. 2f). Notably, the S565A mutant migrated faster on the gel than WT Papi. This finding explains why the topmost band of the S565A mutant looked weak on the CLIP panel (Fig. 1d), even though its RNA-binding activity was maintained similarly to that of WT (Fig. 1d). We also examined the Ser547 phosphorylation status of Papi-Flag expressed in BmN4 cells lacking Par-1 and other kinases (Fig. 2f). The anti-Papi-pSer547 monoclonal antibody did not detect Papi-Flag in Par-1-deficient cells, but did detect Papi-Flag in the other cells (Supplementary Fig. 2g). These results confirm that Par-1, and not the other kinase candidates, was responsible for the phosphorylation of Ser547 in Papi in BmN4 cells.

### Siwi targets Par-1 to mitochondrial Papi to promote its phosphorylation

We immunoisolated both WT Papi and the ΔMLS mutant from BmN4 cells and probed the materials with the antibody for Papi-pSer547. WT Papi was detected but the ΔMLS mutant was not (Fig. 3a), which indicates that phosphorylation of Ser547 in Papi occurred only when Papi was located on the mitochondrial surface. However, Flag-Par-1 was mostly cytoplasmic (Fig. 3b). We hypothesized that an as yet unknown protein targets Par-1 to mitochondrial Papi to promote phosphorylation. One such candidate was Siwi. To test this hypothesis, we immunoprecipitated the Papi complex from BmN4 lysates that contained Flag-Par-1 and probed the components with anti-Siwi and anti-Flag antibodies. We found that Papi interacted with Par-1 and Siwi simultaneously (Fig. 3c); however, when Siwi was depleted, the Papi-Par-1 interaction was severely weakened (Fig. 3c). This finding indicates that the interaction was Siwi-dependent. Importantly, Papi-pSer547 was not detected in the absence of Siwi (Fig. 3d), supporting our hypothesis. Siwi was able to bind Par-1 in the cytoplasmic fraction (excluding mitochondria) (Fig. 3e). The Siwi 9RK mutant, which lacks the symmetrical dimethylarginine modification and is thus deficient in Papi binding^14^, also bound to Par-1 (Fig. 3f). Together, these findings sufficiently support the model that Siwi binds Par-1 in the cytosol, delivers it to mitochondrial Papi, and promotes its phosphorylation.

**Fig. 3:**
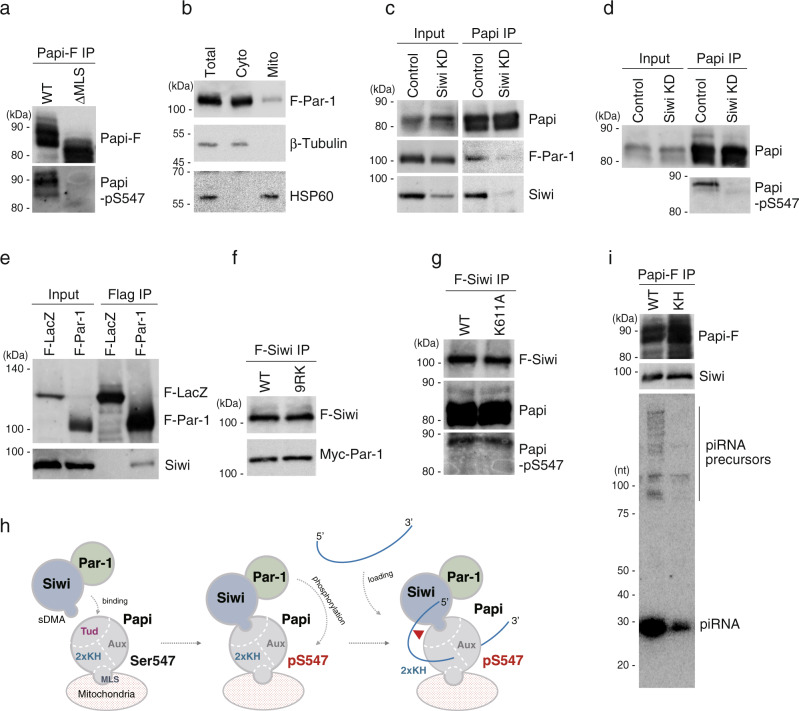
Siwi targets cytoplasmic Par-1 kinase to mitochondrial Papi for its phosphorylation. **a** Western blotting shows that Ser547 of WT Papi is phosphorylated, whereas Ser547 of the Papi ΔMLS mutant is not (*n* = 3). Anti-Papi (upper) and anti-Papi-pSer547 (lower) antibodies were used. Immunoprecipitation (IP) was performed using anti-Flag antibody. **b** Western blotting shows that Flag-Par-1 (F-Par-1) is concentrated in cytoplasmic (Cyto) but not in mitochondrial (Mito) fraction (*n* = 3). β-Tubulin and HSP60 were used as markers of the cytoplasmic fraction and the mitochondrial fraction, respectively. **c** Flag-Par-1 (F-Par-1) and Siwi co-immunoprecipitated with Papi from normal BmN4 cell lysates (Control) but not from Siwi-lacking lysates (Siwi KD) (*n* = 3). The cell lysates contained both cytoplasmic and mitochondrial materials. **d** Papi immunoisolated from normal BmN4 cell lysates (Control) was phosphorylated at Ser547, whereas Papi immunoisolated from Siwi-lacking lysates (Siwi KD) was not (*n* = 3). Anti-Papi (upper) and anti-Papi-pSer547 (lower) antibodies were used. **e** Flag-Par-1 (F-Par-1) interacted with Siwi in BmN4 cytoplasmic lysates (*n* = 3). The lysates did not contain mitochondrial materials. Flag-LacZ (F-LacZ) was used as a negative control. **f** Immunoprecipitation and western blotting show that the Siwi 9RK mutant binds to Par-1 similarly to WT Siwi (*n* = 3). **g** Papi interacting with WT Siwi and the Siwi K611A mutant on the mitochondrial surface was similarly phosphorylated at Ser547 (*n* = 3). Immunoprecipitation was conducted from the mitochondrial fraction. **h** Proposed model showing that Siwi binds Par-1 kinase in the cytosol and targets it to mitochondrial Papi. Papi binds symmetrical dimethylarginine-modified Siwi via the Tudor domain. Par-1 then phosphorylates Ser547 of Papi. Papi then binds Siwi-loaded piRNA precursor via the KH domains for Zuc-mediated piRISC maturation (red triangle). The Siwi 9RK mutant cannot bind to Papi and hardly bound to piRNA precursor^14^. Thus, Siwi was loaded with piRNA precursor after its anchoring onto Papi. **i** Western blotting (upper two) shows that endogenous Siwi bound the KH mutant of Papi as it does to WT Papi (*n* = 3). Northern blotting (lowest) shows that piRNA precursors and piRNAs were barely found in the Papi KH mutant-Siwi complex (also see Supplementary Fig. 3). Source data are provided as a Source Data file.

Phosphorylation of Papi was efficient even when the Siwi K611A mutant, which lacks RNA binding^21^, was expressed under WT Siwi-free cell conditions (Fig. 3g). This supports the idea that Par-1-dependent phosphorylation of Papi occurs even before piRNA precursors are loaded onto Siwi but is needed for Papi to acquire RNA-binding activity. Papi then binds the Siwi-bound piRNA precursors to support Zuc-dependent piRISC maturation (Fig. 3h). Endogenous Siwi bound to the KH mutant of Papi (I69N/V142N)^22^ as it does to WT Papi, but did not bind to the piRNA precursors (Fig. 3i and Supplementary Fig. 3). Under this condition, Siwi failed to become piRISC^14^. These findings show the importance of the RNA-binding activity of Papi via the KH domains to stabilize pre-Siwi-piRISC prior to Zuc-dependent piRISC maturation.

### Pseudo-phosphorylated variants of Papi can produce Siwi-piRISC but they require Siwi for their RNA-binding activity

After the displacement of mature Siwi-piRISC, to be ready for the second-round piRISC generation, Papi should be free from any RNAs that remain bound. We hypothesized that dephosphorylation of Papi might be involved in this. To test this possibility, we changed Ser547 of Papi to aspartate or glutamate and performed rescue assays. If these mutants do not restore the generation of Siwi-piRISC abolished by the loss of endogenous Papi, this would support our hypothesis. However, both pseudo-phosphorylated variants, S547D and S547E, restored Siwi-piRISC production in Papi-depleted cells comparable to that of WT Papi (Fig. 4a and Supplementary Fig. 4a), and both variants lost the ability to bind RNAs when Siwi was depleted, similar to that of WT Papi (Fig. 4b and Supplementary Fig. 4b). This result suggests that dephosphorylation of Papi-pSer547 is unnecessary for Papi to be free from RNAs for its recycling. This also supports the intriguing concept that the function of Papi in Siwi-piRISC biogenesis is well controlled, as long as Papi has a negatively charged amino acid residue (aspartate or glutamate) near Ser547 in the auxiliary domain, but Siwi is still necessary for the Papi mutants to bind piRNA precursors.

**Fig. 4:**
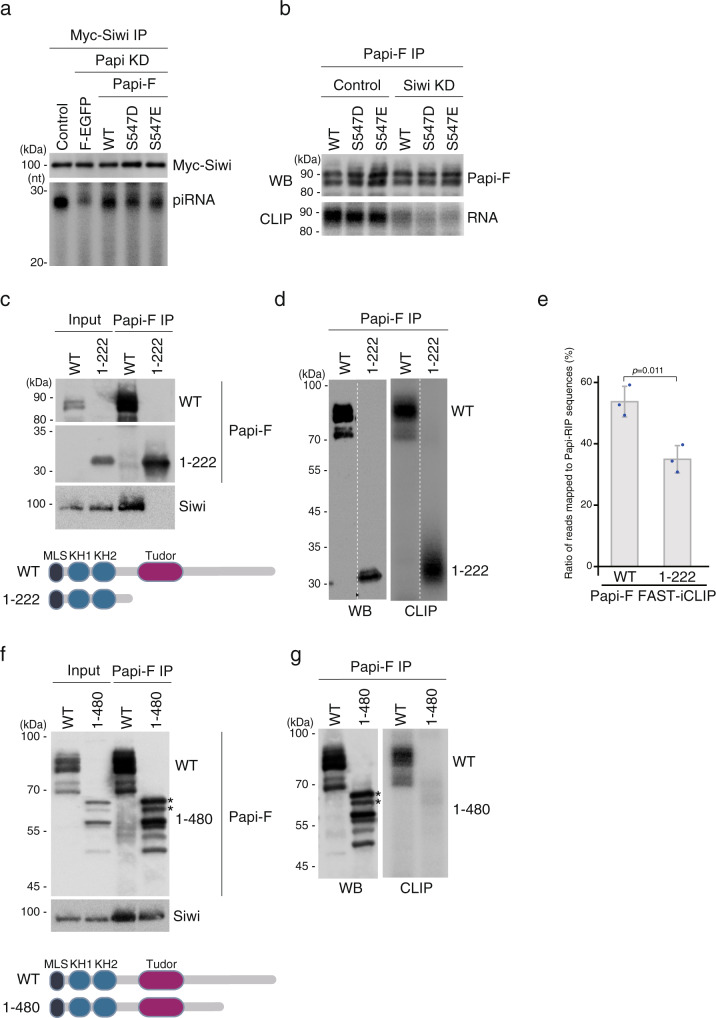
Auxiliary domain of Papi influences the RNA-binding activity of Papi via the KH domains. **a** Papi S547D and S547E variants restored the Siwi-piRISC production in Papi-depleted cells (Papi KD) (*n* = 3). All Papi-Flag (Papi-F) employed in this experiment was RNAi-resistant. Control, Myc-Siwi was expressed in normal BmN4 cells; Flag-EGFP (F-EGFP) was used as a negative control. piRNAs were visualized by ^32^P-labeling. The amounts of Myc-Siwi in Input and the knockdown efficiency for Papi are shown in Supplementary Fig. 4a. **b** CLIP shows that the RNA-binding activity of the S547D and S547E variants was reduced significantly following Siwi depletion (Siwi KD), which is similar to that of the WT (*n* = 3). Western blotting (WB) shows the band patterns of WT Papi and its mutants in CLIP. **c** Immunoprecipitation and western blotting show that, unlike WT Papi, the Papi1-222 mutant did not bind Siwi (*n* = 3). The schematic drawing shows the domain structure of WT Papi and Papi1-222. **d** CLIP shows that the Papi1-222 mutant binds RNAs (*n* = 3). Western blotting (WB) shows the band patterns of WT Papi and the mutant in CLIP. **e** Bar graph shows the mean ratio of reads of Papi-Flag FAST-iCLIP tags that mapped to Papi-RIP sequences (*n* = 3). Each dot represents the ratio calculated from three independent experiments. *P* values were calculated by *t*-test (two-sided). Data are presented as mean values ± SD. **f** Immunoprecipitation and western blotting show that the Papi1-480 mutant binds Siwi as well as WT Papi (*n* = 3). Asterisks indicate phosphorylated Papi1-480 (see Supplementary Fig. 4c, d). Schematic drawing shows the domain structure of WT Papi and Papi1-480. **g** CLIP shows that the Papi1-480 mutant did not bind RNAs (*n* = 3). Western blotting (WB) shows the band patterns of WT Papi and the Papi1-480 mutant in CLIP. Asterisks, phosphorylated Papi1-480. Source data are provided as a Source Data file.

### Cooperative control of Papi by Siwi and Par-1 is required for Papi to bind piRNA precursors

We hypothesized that the change in surface charge of the C-terminal auxiliary domain, by phosphorylation of Papi at Ser547 or Ser547 exchange with aspartate or glutamate, alters the folding dynamics of Papi, which in turn enhances the ability of Papi to bind Siwi-bound piRNA precursors via the KH domains. The phosphorylation of Ser547 was under the cooperative control of Siwi and Par-1. We then removed the Tudor and auxiliary domains from Papi and examined the RNA-binding ability. This mutant, Papi1-222, lost the ability to bind Siwi but still exhibited the RNA-binding activity (Fig. 4c, d) in sharp contrast to WT Papi, which requires Siwi and Par-1 for its RNA-binding activity. This finding suggests that the KH domains of Papi have autonomous RNA-binding activity, but this activity is inhibited by the Tudor and auxiliary domains of Papi in vivo.

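BmN4 cells, which are cultured germ cells of Bombyx ovaries, were transfected with Flag-tagged WT Papi or with Papi1-222, which ends at residue 222 in place of residue 629. In iCLIP, UV light (200 mJ/cm2 at 254 nm) crosslinks RNA to the protein in living cells, the protein is immunoprecipitated, and reverse transcription stops next to the crosslinked base, so a tag starts near the binding site. There were 3 libraries of WT Papi and 3 of Papi1-222, numbered as replicates 1 to 3 in each group. The authors trimmed the adapter, collapsed reads that were identical in sequence and random barcode, removed the barcode and kept the reads that mapped to the Bombyx genome. The deposited values are the number of such reads for each tag sequence, without normalization. WT Papi replicates 1, 2 and 3 held 304506, 181106 and 157657 tags, and the Papi1-222 replicates held 407905, 634173 and 343194 tags. Every Papi1-222 library was thus deeper than every WT Papi library. These totals are the input reads that the Source Data file lists for Fig. 4e, with a difference of 0 in each library. The tags were spread over 110406 to 172806 different sequences with WT Papi and over 213647 to 349051 with Papi1-222, and between 81.6% and 85.8% of the sequences in a library were seen once. Tags were compared between libraries by sequence, without mapping them to genes. They were grouped by their first 18 nt and tested with edgeR after TMM normalization, and shares of tags were compared with an exact two-sided permutation test, for which 3 libraries against 3 allow no p-value below 0.1.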

To further investigate the RNAs that were bound to the KH domains without Siwi and Par-1 control, we conducted fully automated and standardized individual nucleotide resolution CLIP (FAST-iCLIP) with WT Papi and Papi1-222 and compared the sequence reads. We mapped iCLIP-tag to piRNA precursors loaded onto Siwi upon binding to Papi on the mitochondrial surface^14^. 

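The share of genome-mapped tags that matched Papi-RIP sequences was calculated from the paper's matched reads and the deposited tag totals. For WT Papi, the paper's matched reads were 180216 in replicate 1, 95452 in replicate 2 and 77745 in replicate 3, which is 59.2%, 52.7% and 49.3% of the tags. For Papi1-222, the paper's matched reads were 161875, 195417 and 117911, which is 39.7%, 30.8% and 34.4% of the tags. The 95% Wilson intervals of single libraries, which cover counting error only, were narrow (from 59.0% to 59.4% for WT Papi replicate 1 and from 30.7% to 30.9% for Papi1-222 replicate 2), so the spread between libraries was larger than counting error. The mean share was 53.7% ± 5.01 (SD, n = 3) for WT Papi and 35.0% ± 4.46 (SD, n = 3) for Papi1-222, a difference of -18.8 percentage points. Every Papi1-222 library was below every WT Papi library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). Paired by replicate number, the differences were -19.5, -21.9 and -15.0 percentage points (exact sign-flip test, p = 0.25, the smallest that 3 pairs allow), and the mean paired difference was -18.8. The deviations of same-numbered libraries from their group means had a correlation of 0.73 over the 3 numbers. With each library left out in turn, the difference stayed between -21.1 and -16.1 percentage points.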

We found that the proportion of piRNA precursors bound to Papi1-222 was much less than the proportion that bound to WT Papi (35.0% and 53.7%, respectively) (Fig. 4e). This finding indicates that the Tudor and auxiliary domains of Papi also control the RNA-binding specificity of the KH domains.

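Sequence differences between the groups were measured on the tags themselves. The first 18 nt of each tag were searched in the WT Papi libraries of the other replicate numbers, so that both groups met the same reference. They were found for 65.5%, 66.0% and 64.4% of WT Papi tags and for 55.3%, 58.7% and 63.0% of Papi1-222 tags. The means were 65.3% ± 0.823 (SD, n = 3) and 59.0% ± 3.88 (SD, n = 3), and every Papi1-222 library was lower (exact permutation test, two-sided, p = 0.1, the smallest possible). The paired differences were -10.2, -7.37 and -1.43 percentage points with a mean of -6.34. The deviations of same-numbered libraries correlated at -0.68 over the 3 numbers, too few to show or exclude a replicate effect. When the whole tag had to be contained in a reference tag, the difference was -0.896 percentage points, with groups that overlapped. A 42-nt tag can then match only another 42-nt tag, and such tags were more frequent with WT Papi. This setting thus also depends on tag length. When both groups were given the same length distribution, a comparison chosen after the data were seen, the difference was -2.94. The groups then overlapped (exact permutation test, p = 0.2). Searched against the other Papi1-222 libraries instead, 73.5% ± 1.62 (SD, n = 3) of Papi1-222 tags and 68.1% ± 4.16 (SD, n = 3) of WT Papi tags were found. These groups overlapped (exact permutation test, p = 0.2).

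**Figure D1:**
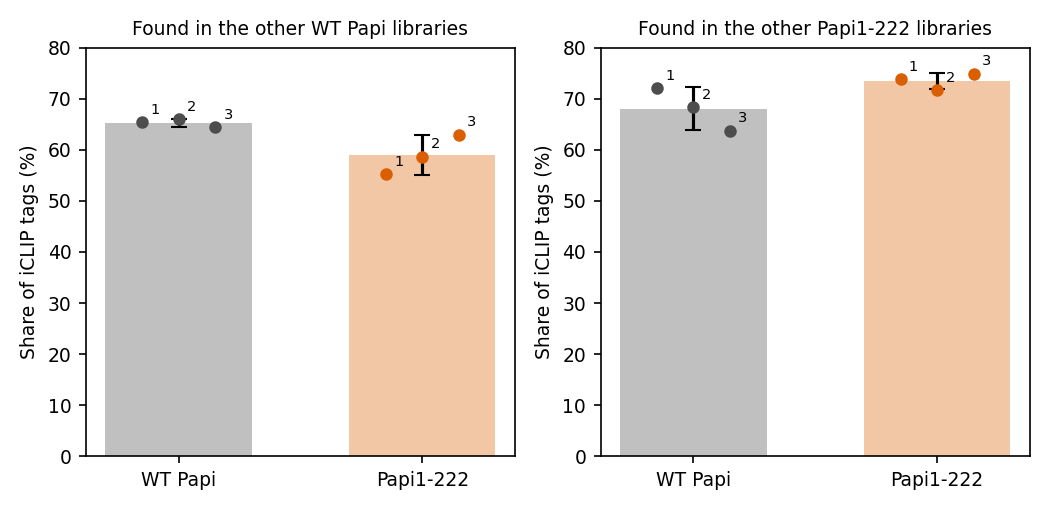
Share of iCLIP tags, in percent, whose first 18 nt occur in the WT Papi libraries (left) or the Papi1-222 libraries (right) of the other replicate numbers. Bars are means of 3 libraries, error bars are SD, and points are libraries labelled by replicate number. On the left the Papi1-222 libraries lie between 55.3% and 63.0%, below the WT Papi libraries. On the right the groups overlap.

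Of 2490 groups of tags with the same first 18 nt, 914 differed in count at an adjusted p-value under 0.05 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), 431 of them higher and 483 lower with Papi1-222. The balance of directions depended on the filter, with 326 higher and 783 lower among groups with at least 10 counts over all libraries. With the replicate number as a block, 1357 groups passed, and the deviations of same-numbered libraries correlated at 0.40 over tag groups. The number of groups depended most on which library was left out, and fell to 0 without Papi1-222 replicate 1, where 1193 groups had an unadjusted p under 0.05. The group TTTGGCTCGTCCTCGCTG had 12, 22 and 20 counts with WT Papi and 0 in each Papi1-222 library, at least 13.4-fold lower (adjusted p = 0.0043, edgeR). GGATGGCGCTGAAGCGTT had 40, 7 and 11 counts with WT Papi and 0 with Papi1-222, at least 11.8-fold lower (adjusted p = 0.0046, edgeR). The other three groups with the largest falls, CCATGAAAGGCGATGGTC, CCATGAAAGGCGCTGGTC and CCATGAAAGGCGTGGGTC, each differ by 1 base from the abundant group CCATGAAAGGCGTTGGTC. With such copies joined, that group, named after its values were seen, had 8067 ± 1615 CPM (counts scaled to library size; SD, n = 3) with WT Papi and 260.0 ± 173 (SD, n = 3) with Papi1-222, a log2 fold change of -4.96 (standard error 0.77, adjusted p = 0.0046, edgeR). The groups with the largest rises were ATTTCCAATAATCTTTTC, ATATTTTTTTCCAATAAT, TTATTCCAATATAATCAA, TCCATTTTTCTTCACATA and ACTTCAATTATTTTCACA. They had between 11 and 47 counts in each Papi1-222 library and at most 1 count in a WT Papi library, and were at least 2.61-fold to 4.34-fold higher against a floor of 3 counts.
The base content of the tags also differed. A and U made up 61.9% ± 1.19 (SD, n = 3) of the bases with WT Papi and 68.3% ± 0.928 (SD, n = 3) with Papi1-222. Every Papi1-222 library was higher (exact permutation test, two-sided, p = 0.1, adjusted over 4 tag properties to 0.2), and the mean paired difference was 6.41 percentage points. The share of tags starting with U was 46.9% ± 3.12 (SD, n = 3) and 43.4% ± 3.16 (SD, n = 3), with groups that overlapped (exact permutation test, unpaired, p = 0.3, adjusted p = 0.3). The deviations of same-numbered libraries in this share correlated at 0.90 over the 3 numbers, too few to show a replicate effect. The paired differences were -1.88, -4.29 and -4.24 percentage points, with a mean of -3.47. They had 1 sign (exact sign-flip test, p = 0.25, the smallest possible). With each sequence counted once, the groups did not overlap (difference -3.94, exact permutation test, p = 0.1). They overlapped in the other alternatives run, such as tags of at least 25 nt (difference -1.75, exact permutation test, p = 0.5). Of all 4-mers, 152 differed in share (limma on log2 shares, adjusted p under 0.05), 45 higher and 107 lower with Papi1-222, and 179 did so with the replicate block, where same-numbered libraries deviated together with a mean correlation of 0.60. UAUU, UUAU and AUUU rose most, by 0.67, 0.60 and 0.60 on the log2 scale, and GCGU, ACGU and GGCG fell most, with log2 changes of -1.75, -1.55 and -1.48. In the first 10 nt of the tags alone, 100 4-mers differed. From the lower share of tags on piRNA precursors, the paper concludes that the domains missing in Papi1-222 also act on RNA-binding specificity.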

The Papi1-480 mutant contains the KH and Tudor domains but lacks the auxiliary domain. Remarkably, this mutant bound Siwi but showed no RNA-binding activity (Fig. 4f, g). This result suggests that Siwi binding to Papi via the Tudor domain is insufficient for RNA binding, and that the auxiliary domain is required, in addition to the Tudor domain, to enhance the ability of Papi to bind Siwi-bound piRNA precursors via the KH domains. For WT Papi, the auxiliary domain has to be phosphorylated at Ser547 by Par-1 kinase. The Papi1-480 mutant was phosphatase sensitive (Supplementary Fig. 4c, d), which is reasonable because, like WT Papi, the mutant contains Ser157.

## Discussion

In this study, we successfully elucidated the functions of each of the three domains of Papi (Supplementary Fig. 5a) and the unique mechanism by which Siwi cooperates with Par-1 to control the role of Papi in Siwi-piRISC biogenesis.

The KH domains of Papi have autonomous RNA-binding activity. However, the activity of the KH domains is intramolecularly autoinhibited by the Tudor and auxiliary domains of Papi until Papi plays its functional role in Siwi-piRISC biogenesis. Siwi-piRISC biogenesis is initiated when Siwi binds to the Tudor domain of Papi via symmetrical dimethylarginine residues (Supplementary Fig. 5b). Siwi simultaneously promotes the phosphorylation of Ser547 in the auxiliary domain by targeting Par-1 kinase to Papi. This phosphorylation presumably alters the folding and/or other aspects of Papi, thereby allowing Papi to bind Siwi-bound piRNA precursors via the KH domains. Substitution of Ser547 with alanine inhibited phosphorylation, abrogated RNA binding of Papi, and attenuated Siwi-piRISC biogenesis in the BmN4 cells. Conversely, the Papi1-222 mutant that lacked the Tudor and auxiliary domains autonomously bound RNAs in vivo, but the binding was less biased toward piRNA precursors. 

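Many Papi1-222 tags had sequences that also occurred in WT Papi libraries. No control immunoprecipitation was compared, so background common to all libraries is not separated from binding. The first 18 nt of 56.5% ± 3.55 (SD, n = 3) of Papi1-222 tags occurred in both the WT Papi and the Papi1-222 libraries of other replicate numbers, against 60.0% ± 2.19 (SD, n = 3) of WT Papi tags, with groups that overlapped. By mean share, the most abundant sequence was the same in both groups, although other sequences had higher counts in each WT Papi library. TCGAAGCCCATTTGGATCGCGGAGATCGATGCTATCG made up 0.288% ± 0.0566 (SD, n = 3) of WT Papi tags and 0.256% ± 0.0956 (SD, n = 3) of Papi1-222 tags. Its Papi1-222 counts were between 98.3% and 117% of the barcodes possible if 5 of the 9 barcode bases are random, so these shares can be too low and do not show that the groups are alike. Of the other sequences chosen for their abundance with WT Papi, TCAGATGTTGACGGAACGTTCG made up 0.254% ± 0.0402 (SD, n = 3) of WT Papi tags and 0.0221% ± 0.0171 (SD, n = 3) of Papi1-222 tags, and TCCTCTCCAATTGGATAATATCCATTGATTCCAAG made up 0.268% ± 0.183 (SD, n = 3) and 0.0639% ± 0.00972 (SD, n = 3), and the lowest WT Papi library had 135 counts of it. Of those chosen for their abundance with Papi1-222, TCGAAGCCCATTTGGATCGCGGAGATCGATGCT made up 0.0700% ± 0.0164 (SD, n = 3) of WT Papi tags and 0.222% ± 0.0742 (SD, n = 3) of Papi1-222 tags, and TCCTCTCCAATTGGATAATATCCAT made up 0.125% ± 0.0505 (SD, n = 3) and 0.191% ± 0.0351 (SD, n = 3), with groups that overlapped. Sequences chosen for their abundance in a group tend to have a higher share there. The number of barcodes can also make these shares too low. With Papi1-222, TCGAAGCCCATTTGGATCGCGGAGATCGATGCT had 1029, 874 and 950 counts and TCCTCTCCAATTGGATAATATCCAT had 811, 968 and 760. The overlap for TCCTCTCCAATTGGATAATATCCAT therefore does not show that the groups are alike. The 14 nt complementary to the northern probe listed for the RT3-1 piRNA, GACGATCGGCTGGT, were in 7, 5 and 0 tags with WT Papi. They were in 9, 5 and 0 tags with Papi1-222, too few to show a difference at this depth. The listed probe may be shortened, so these tags may not represent that piRNA.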

The Papi1-222 mutant still bound to piRNA precursors, albeit weakly. This may be because piRNA precursors are concentrated near the mitochondrial surface in BmN4 cells, which is the location for Ago3-independent Siwi-piRISC biogenesis. The Papi1-480 mutant bound Siwi, but not piRNA precursors (or any other RNAs). These results indicate the importance of the auxiliary domain, which is independent of the Tudor domain.

Substitution of Ser547 with aspartate or glutamate blocked phosphorylation by Par-1, but Siwi-piRISC was produced in the presence of Siwi. However, depletion of Siwi impaired RNA binding of these mutants. This suggests that Siwi binding to Papi via the Tudor domain has an additional role, which is to provide piRNA precursors per se for binding to Papi. In this way, the generation of Siwi-piRISC capable of repressing transposons is secured.

Mouse Papi (known as Tdrkh) and *Drosophila* Papi do not have a serine residue at the site that corresponds to Ser547 in *Bombyx* Papi (Supplementary Fig. 5c). The auxiliary domain of Tdrkh is much shorter than that of *Bombyx* Papi, and the peptide sequence of the auxiliary domain is less conserved than the rest of the sequence. DISOPRED3 predicted that Tdrkh and Papi have two intrinsic disordered regions, N-IDR and C-IDR (Supplementary Fig. 5d). In the C-IDR of Papi (Pro463 to the end; 164 resides), which harbors Ser547, 14.6% of the amino acids are aspartate or glutamate. In the corresponding region of Tdrkh (Asp497 to the end; 63 residues), 27.0% of the amino acids are aspartate or glutamate. Therefore, even though phosphorylation of Tdrkh is similar to that of Papi, the addition of a phosphate group to the region would not strongly modulate the charge of the domain. The C-IDR of Tdrkh (Glu525 to the end, 35 residues) is much shorter than that of Papi, and therefore the auxiliary domain of Tdrkh may be unable to mimic the functions of the auxiliary domain of Papi.

In *Drosophila* ovarian somatic cells, Papi is dispensable for the production of piRISC^23,24^. Recent studies have shown that a heterodimer consisting of Gasz and Daedalus acts as a scaffold for piRISC biogenesis^25,26^. Gasz and Daedalus, like Papi, are localized on the mitochondrial surface, but lack known RNA-binding domains such as the KH domain. This indicates that the functional contribution of Gasz and Daedalus to piRISC biogenesis, other than scaffolding, may be different from that of Papi. These findings are emblematic of the interspecies diversity of the piRNA pathway, even though the purpose of the mechanism is the same.

How does Papi initiate the next reaction? We first considered that Papi was recycled by dephosphorylation. This would mean that any residual RNAs left on Papi after the Zuc reaction would be instantly released from Papi. However, this possibility was ruled out because the pseudo-phosphorylated variants functioned similar to WT Papi. Next, we considered the possibility that Papi was degraded immediately after the first round of piRISC formation, and the unphosphorylated nascent Papi functions in the second round. Another possibility we considered was that the residual RNAs left on Papi in the first round are simply expelled by unloaded Siwi, which binds to Papi for the next round. We favor the former scenario because Papi with phosphorylated Ser547 was rare in BmN4 cells, as was repeatedly shown in this study.

This is an important study to show how the quality of piRISC, which determines the degree of transposon repression in vivo, is highly regulated by post-translational modification of piRISC biosynthetic factors and that this regulation is driven by PIWI.

A consensus sequence for Par-1 to mediate phosphorylation was reported in mammals^27^, but we did not find a consensus-like sequence in silkworm Papi. We concluded that, although a consensus may be present for mammalian Par-1 substrates, this may not be the case for *Bombyx* substrates.

In *Drosophila*, the substrates for Par-1 include Tau^28^, Myosin-II (Myo-II)^29^, Mind bomb (Mib)^30^, and Hippo signaling (Hpo)^31^. Tau and Myo-II are involved in the regulation of microtubule dynamics, and Mib and Hpo are involved in the regulation of neurogenesis and tissue growth, respectively. In the germline, Oskar and Bazooka/Par-3 are well known substrates for Par-1. Both these proteins regulate the establishment of the anterior/posterior axis^32,33^, but the effect of Par-1 phosphorylation on each protein is different; that is, Par-1 regulates the stability of Oskar and the subcellular localization of Bazooka/Par-3. Although Papi, Oskar, and Bazooka/Par-3 are all phosphorylated by Par-1 in the germline, the present study shows that Par-1 regulates the RNA-binding activity of a specific RNA-binding protein, namely Papi.

## Methods

### Cell culture

BmN4 cells were cultured at 26 °C in EX-CELL^®^ 420 Serum-Free Medium for insect cells (Sigma) supplemented with 10% fetal bovine serum (Equitech-Bio) and penicillin-streptomycin-glutamine (Thermo Fisher Scientific).

### RNAi and transgene expression

A total of 1 × 10^6^ BmN4 cells and 500 pmol of short interfering RNA (siRNA) duplex were suspended in 100 µL of EP buffer [137 mM sodium chloride, 5 mM potassium chloride, 0.5 mM sodium hydrogen phosphate, 2.1 mM HEPES-KOH (pH 7.1)] and electroporation was conducted using a Nucleofector 2b device with program T-001 (Lonza Bioscience). This procedure was repeated twice. After 12 days, the knockdown cells were harvested. The siRNA sequences used are shown in Supplementary Table S1. Double-stranded RNAs (dsRNAs) were produced by in vitro T7 transcription, followed by annealing in water. The PCR primers used to generate dsRNAs are summarized in Supplementary Table S1. BmN4 cells were transfected with 2 µg of dsRNAs (per 4 × 10^5^ cells) using FuGENE HD (Promega). This procedure was repeated three times. After 9 days, the transfected cells were harvested. To express proteins exogenously in BmN4 cells, the cells were transfected with 2 μg of plasmids (per 6 × 10^5^ cells) using FuGENE HD. After 48 h, the transfected cells were harvested.

### Cloning of *Par-1* cDNA

*Par-1* cDNAs were obtained by RT-qPCR using total RNA that was extracted from *Bombyx* ovaries. The PCR primers used were summarized in Supplementary Table S1.

### Plasmid construction

Plasmids pIB-3×Myc and pIB-3×Flag were generated using a pIB vector (Thermo Fisher Scientific). Vectors to express Flag-Par-1 were generated by inserting *Par-1* cDNAs into pIB-3×Flag using NEBuilder HiFi DNA Assembly Master Mix (New England Biolabs). A DNA fragment encoding β-galactosidase was PCR-amplified from pMT/V5-His/lacZ (Thermo Fisher Scientific) and cloned into the PCR amplified pIB-3×Flag vector. Then, the expression vector of F-LacZ was generated using NEBuilder HiFi DNA Assembly Master Mix. Vectors for expressing the Papi-Flag mutants (S157A, S547A, S565A, ΔMLS, S547D, S547E, 1-222, and 1-480) were generated by inverse PCR, using RNAi-resistant Papi-Flag^14^ as the template. A DNA fragment encoding Papi-Flag WT and 1-480 were PCR-amplified from pIB-Papi-3×Flag and pIB-Papi-1-480-3×Flag respectively and cloned into the PCR amplified pET-28a(+) vector (Sigma) Then, the vectors of Papi-F WT and 1-480 for TnT^®^ was generated using NEBuilder HiFi DNA Assembly Master Mix. The PCR primers used are summarized in Supplementary Table S1.

### Production of an anti-Papi-pS547 monoclonal antibody

To generate the anti-Papi-pS547 monoclonal antibody, synthetic peptides corresponding to the amino acids in positions 540-555 of Papi [DRHPLSI(pS)NFDLSYP] that was conjugated with keyhole limpet hemocyanin were purchased from Eurofin Genomics. The peptides were immunized into BALB/C mice. Three days after the second boost, the lymph node cells were fused with myeloma cell line Sp2 using an ECFG Super Electro Cell Fusion Generator device (Nepa Gene). The culture media were screened by ELISA and following western blotting.

### Western blotting

Proteins separated on sodium dodecyl sulfate (SDS) polyacrylamide gels were blotted on polyvinylidene di-fluoride membranes. The membranes were blocked with 5% PhosphoBlocker Blocking Reagent (Cell Biolabs) or 5% skimmed milk in phosphate-buffered saline (PBS; FUJIFILM Wako Pure Chemical) followed by incubation with antibodies diluted in 0.1% Tween-20 in PBS (T-PBS). The membranes were extensively washed with T-PBS after each procedure. The primary antibodies used in this study were anti-Papi monoclonal antibody (1:1000 dilution)^14^, anti-Siwi monoclonal antibody (1:5000 dilution)^6^, anti-Papi-pS547 monoclonal antibody (supernatant of hybridoma cells; this study), anti-Flag M2 monoclonal antibody (1:1000 dilution; Sigma), anti-Flag antibody produced in rabbit (1:1000 dilution; Sigma), anti-Myc monoclonal antibody (1:1000 dilution; 9E10, Developmental Studies Hybridoma Bank), anti-β-Tubulin monoclonal antibody (1:1000 dilution; E7, Developmental Studies Hybridoma Bank), and anti-HSP60 monoclonal antibody (1:1000 dilution; LK1, StressMarq Biosciences). Peroxidase-conjugated anti-mouse IgG (1:5000 dilution; Cappel) and anti-rabbit IgG (1:1000 dilution; Cell Signaling Technology) antibodies were used as secondary antibodies. The membranes were incubated with Clarity Western ECL Substrate (Bio-Rad), and images were collected using a ChemiDoc XRS Plus System (Bio-Rad).

### Immunoprecipitation

BmN4 whole and mitochondrial lysates were prepared in binding buffer [30 mM HEPES (pH 7.3), 150 mM potassium acetate, 5 mM magnesium acetate, 5 mM dithiothreitol (DTT), 0.5%Triton X-100, 2 µg/mL pepstatin, 2 µg/mL leupeptin, and 0.5% aprotinin] containing Phosphatase Inhibitor Cocktail Solution I (FUJIFILM Wako Pure Chemicals) and incubated with anti-Papi or anti-Flag antibody bound to Dynabeads Protein G (Thermo Fisher Scientific) at 4 °C for 2 h. The beads were washed 3 times with binding buffer. Eluted proteins were separated by SDS-PAGE and detected by western blotting (see Western blotting) or silver staining using a SilverQuest Silver Staining Kit (Thermo Fisher Scientific). RNAs were eluted from the beads by phenol–chloroform after proteinase K treatment and precipitated with ethanol. RNA ^32^P-labeling was carried out using T4 polynucleotide kinase (New England Biolabs).

### Dephosphorylation treatment

Immunopurified Papi and Papi-Flag from BmN4 cells were incubated with Lambda Protein Phosphatase (New England Biolabs) at 30 °C for 30 min for dephosphorylation.

### Rescue assay

A total of 1 × 10^6^ BmN4 cells and 500 pmol of the siRNA duplex were suspended in 100 µL of EP buffer and electroporation was conducted using a Nucleofector 2b device with program T-001. Then, 2 days after electroporation, the cells were transfected with 500 pmol of the siRNA duplex using FuGENE HD. The siRNA sequences are presented in Supplementary Table S1. After RNAi, the cells were transfected with 2 µg of Papi-Flag plasmid using FuGENE HD and incubated at 26 °C for 48 h. The cells were again transfected with 500 pmol of the siRNA duplex using FuGENE HD, and then transfected with 2 µg of Myc-Siwi plasmid and incubated at 26 °C for 24 h. BmN4 lysates were prepared in binding buffer [30 mM HEPES (pH 7.4), 150 mM potassium acetate, 5 mM magnesium acetate, 5 mM DTT, 0.1% Tergitol-type NP-40, 2 µg/mL pepstatin, 2 µg/mL leupeptin, 0.5% aprotinin], and incubated with anti-Myc antibody bound to Dynabeads Protein G at 4 °C for 2 h. The beads were washed twice with binding buffer containing 500 mM sodium chloride and then twice with binding buffer. RNAs were eluted from the beads by phenol–chloroform after proteinase K treatment for 20 min at 37 °C and precipitated with ethanol. RNA radiolabeling was carried out as described (see Immunoprecipitation).

### Northern blotting

RNAs separated on 10% acrylamide-denaturing gels were blotted on a Hybond-N+ membrane (Cyvita). After UV crosslinking, the membrane was incubated at 42 °C for 30 min in hybridization buffer [200 mM sodium phosphate buffer (pH 7.2), 7% SDS, 1 mM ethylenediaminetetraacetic acid (EDTA)] as a pre-hybridization treatment. Oligonucleotide probes were ^32^P-labeled using T4 polynucleotide kinase and hybridized to the membrane in a hybridization buffer at 42 °C overnight. The membranes were washed in saline sodium citrate buffer [30 mM sodium citrate (pH 7.0), 300 mM NaCl] supplemented with 0.1% SDS at 42 °C, and autoradiographs were obtained using Typhoon FLA 9500 (Cyvita). The probe sequences are shown in Supplementary Table S1.

### Mitochondrial fraction preparation

A total of 5 × 10^6^ cells were suspended with 3 mL of buffer for first resuspension [30 mM Tris-HCl (pH 7.4), 225 mM D-mannitol, 75 mM sucrose, 0.05 mM EGTA] and ruptured by passing five times through a 25-gauge needle and ten times through a 30-gauge needle attached to a 1 mL syringe. The lysates were centrifuged at 600 × *g* for 5 min, and the pellets of nucleus and cell debris were discarded. This step was repeated twice. The lysates were centrifuged at 7000 × *g* for 10 min, and the supernatants were collected as the cytoplasmic fraction. The pellets were collected and resuspended with 3 mL of buffer for the second resuspension [30 mM Tris-HCl (pH 7.4), 225 mM D-mannitol, 75 mM sucrose]. This step was repeated at 10,000 × *g* for 10 min. The final pellets were collected as the mitochondrial fraction. Proteins in each fraction were detected by western blotting.

### In vitro phosphorylation assay

BmN4 whole cell lysate was prepared in binding buffer [30 mM HEPES (pH 7.3), 150 mM potassium acetate, 5 mM magnesium acetate, 5 mM DTT, 0.5% Triton X-100, 2 µg/mL pepstatin, 2 µg/mL leupeptin, 0.5% aprotinin] and incubated with anti-Flag M2 antibody bound to Dynabeads Protein G at 4 °C for 1 h. The beads were washed twice with binding buffer containing 500 mM sodium chloride and then twice with binding buffer, followed by dephosphorylation treatment (see Dephosphorylation treatment). Beads binding with Papi-F were incubated with the BmN4 mitochondrial fraction (see Mitochondrial fraction preparation) at 4 °C for 2 h. Beads were washed three times with binding buffer. Beads were incubated in in vitro phosphorylation buffer [50 mM HEPES (pH 7.3), 150 mM sodium chloride, 0.1 mM EGTA, 10 mM magnesium chloride, 10% glycerol, 1 mM DTT, Phosphatase Inhibitor Cocktail Solution I] at 26 °C for 15 min^34^. The beads were washed twice with binding buffer and the proteins were eluted. After SDS-PAGE, the proteins were visualized by silver staining using a SilverQuest Silver Staining Kit, and ^32^P radiolabeled proteins were detected using a Typhoon FLA 9500.

### Protein identification by LC–MS/MS

The destained gel pieces were incubated with 10 mM DTT in 100 mM ammonium bicarbonate for 30 min at 60 °C for protein reduction, and subsequently incubated with 55 mM iodoacetamide for 1 h at room temperature with shielding from light for alkylation. Alkylated proteins in the gel pieces were digested with 10 ng/µL of Trypsin Gold (Promega) at 37 °C for 18 h. Supernatants were transferred to new tubes. Peptides that remained in the gel pieces were extracted by shaking with ultrapure water for 20 min, 25% acetonitrile (ACN), and 0.1% trifluoroacetic acid (TFA) for 20 min, 50% ACN and 0.1% TFA for 20 min, 99.9% ACN and 0.1% TFA until the gels were completely shrunk. Collected supernatants were dried up to 10 µL. The liquid chromatography-tandem mass spectrometry (LC–MS/MS) analysis was conducted using an LTQ-Orbitrap Velos mass spectrometer (Thermo Fisher Scientific) equipped with a Zaplous Advance nano UHPLC HTS-PAL xt System (AMR) containing an autosampler and nano-HPLC system. Mobile phases consisted of (A) 0.1% formic acid in ultrapure water and (B) 100% ACN. Samples were loaded onto a trap column (5 µm, 0.3 mm ID × 5 mm, L-column; CERI) and directly connected to a Zaplous α Pep-C18 packed column (3 µm, 0.1 mm × 150 mm) (AMR). The nanoLC gradient was delivered at 500 nL/min and consisted of a linear gradient of mobile phase B developed from 5% to 45% in 90 min. A spray voltage of 1.5 kV was applied. The mass spectrometer was operated in positive ionization mode. Full MS scans were performed in the Orbitrap mass analyzer. The mass spectrum was acquired over a mass range of 350–1500 Da with a resolution of 30,000 FWHM (full width half maximum). The ten most intense precursor ions were selected for each of MS/MS scans. The ten multiply charged ions were sequentially isolated and fragmented in the linear ion trap by collision-induced dissociation. For the MS/MS, the ion selection threshold was set to 1000 counts, the activation Q was set to 0.25, and the activation time was set to 10 ms. The data were searched against the protein sequence database from the Silkworm Genome Research Program (http://sgp.dna.affrc.go.jp/pubdata/genomicsequences.html) using the search program Proteome Discoverer 2.1 (Thermo Fisher Scientific) for protein identification. Spectra were searched with a mass tolerance of 10 ppm in MS mode and 0.6 Da in MS/MS mode, allowing up to two missed cleavage sites. The minimum peptide length was set as 6. Carbamidomethylated Cys was searched as a fixed modification, whereas oxidized Met and phosphorylated Ser, Thr, and Tyr were searched as variable modifications. We used the processing node “ptmRS” in the Proteome Discoverer workflow. The ptmRS score cutoff (Site Probability Threshold in PSM Grouper node) was 75. The protein FDR cutoff was 0.01 (FDR 1%), the peptide FDR cutoff was 0.05 (FDR 5%), and the modification FDR cutoff was 0.01% (FDR 1%). The confidence of peptides that contain Ser157, Ser547, and Ser565 was high for all (FDR < 0.01).

### RT-qPCR

Total RNA was extracted from BmN4 cells using ISOGEN II (NIPPON GENE), followed by DNase treatment. Then, 1 µg of total RNAs was reverse transcribed using ReverTra Ace qPCR RT Master Mix (TOYOBO). The cDNAs were amplified with PowerUp SYBR Green Master Mix (Thermo Fisher Scientific) using StepOne-Plus (Thermo Fisher Scientific, v2.2.2). The primer sequences are shown in Supplementary Table S1. Cells were prepared by three independent knockdown experiments. Quantification of the mRNAs was carried out using the Δ ΔCt method and datasets obtained by the three independent knockdown experiments.

### In vitro translation

Unmodified Flag-tagged Papi proteins were synthesized in vitro using a TnT^®^ T7 Quick Coupled Transcription/Translation System (Promega). The pET-28a(+)-BmPapi-3×Flag and pET-28a(+)-BmPapi-1-480-3×Flag plasmids were used as the template for the transcription and translation.

### CLIP

For UV crosslinking, BmN4 cells were washed once with ice-cold PBS. UV crosslinking was performed with an irradiance of 200 mJ/cm^2^ at 254 nm. Cells were pelleted and lysed with lysis buffer [20 mM HEPES (pH 7.3), 150 mM sodium chloride, 1 mM EDTA, 1 mM DTT, 0.5% Triton X-100, 2 µg/mL pepstatin, 2 µg/mL leupeptin, 0.5% aprotinin]. RNA–protein complexes were immunoprecipitated using 3 μg of anti-Flag M2 antibody and 30 µL of Dynabeads Protein G at 4 °C for 2 h. Beads were washed three times with wash buffer [20 mM HEPES, (pH 7.3), 300 mM sodium chloride, 1 mM DTT, 0.5% Triton X-100, 2 µg/mL pepstatin, 2 µg/mL leupeptin, 0.5% aprotinin], followed by partial RNA digestion with 1 U/μL RNase T1 (Thermo Fisher Scientific) for 15 min at room temperature. Beads were washed three times with high-salt wash buffer [20 mM HEPES (pH 7.3), 500 mM sodium chloride, 1 mM DTT, 0.5% Triton X-100, 2 µg/mL pepstatin, 2 µg/mL leupeptin, 0.5% aprotinin]. The 5′ ends of the RNAs were radiolabeled with ^32^P in binding buffer using T4 polynucleotide kinase, followed by SDS-PAGE and detection using a Typhoon FLA 9500.

### FAST-iCLIP

The 10-cm dish BmN4 cells transfected with Papi-Flag or Papi1-222-Flag were used for each iCLIP experiment. For UV crosslinking, the BmN4 cells were washed once with ice-cold PBS. UV crosslinking was performed with an irradiance of 200 mJ/cm^2^ at 254 nm. The cells were pelleted and lysed with lysis buffer [20 mM HEPES (pH 7.3), 150 mM sodium chloride, 1 mM EDTA, 1 mM DTT, 0.5% Triton X-100, 2 µg/mL pepstatin, 2 µg/mL leupeptin, 0.5% aprotinin]. RNA–protein complexes were immunoprecipitated using 12 µg of anti-Flag M2 antibody and 120 µL of Dynabeads Protein G at 4 °C for 2 h. The beads were washed three times with wash buffer [20 mM HEPES (pH 7.3), 300 mM sodium chloride, 1 mM DTT, 0.5% Triton X-100, 2 µg/mL pepstatin, 2 µg/mL leupeptin, 0.5% aprotinin], followed by partial RNA digestion with 1 U/µL RNase T1 for 15 min at room temperature. Then, the beads were washed three times with high-salt wash buffer [20 mM HEPES (pH 7.3), 500 mM sodium chloride, 1 mM DTT, 0.5% Triton X-100, 2 µg/mL pepstatin, 2 µg/mL leupeptin, 0.5% aprotinin]. After 3′ end RNA dephosphorylation with T4 polynucleotide kinase, the RNAs were ligated at their 3′ ends to a preadenylated RNA adaptor with T4 RNA ligase 2, truncated KQ (New England Biolabs), and then radioactively labeled. The samples were analyzed by NuPAGE (Life Technologies) and RNA–protein complexes were transferred to nitrocellulose. After cutting out the region of nitrocellulose containing the RNA–protein complexes, RNAs were removed from the membrane by proteinase K (Roche) digestion. Samples were processed for reverse transcription, cDNA purification, and cDNA circularization^35^. Libraries were then amplified with Q5 DNA polymerase (New England Biolabs) and size-selected by PAGE. The iCLIP libraries were sequenced on the MiSeq platform as single-end 51-bp reads.

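After removal of the 9-nt barcode, tags were between 18 and 42 nt long, and a 42-nt tag fills the 51-bp read. No library had tags of 40 or 41 nt, so the 42-nt tags can include fragments of those lengths. The mean tag length was 29.6 ± 0.860 nt (SD, n = 3) with WT Papi and 26.9 ± 1.23 nt (SD, n = 3) with Papi1-222, and every Papi1-222 library had shorter tags (exact permutation test, two-sided, p = 0.1, adjusted p = 0.2). The paired differences were -3.06, -2.85 and -2.22 nt, with a mean of -2.71. Tags of 42 nt made up 16.3%, 13.3% and 21.6% of the WT Papi libraries and 4.31%, 2.48% and 8.75% of the Papi1-222 libraries.

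**Figure D2:**
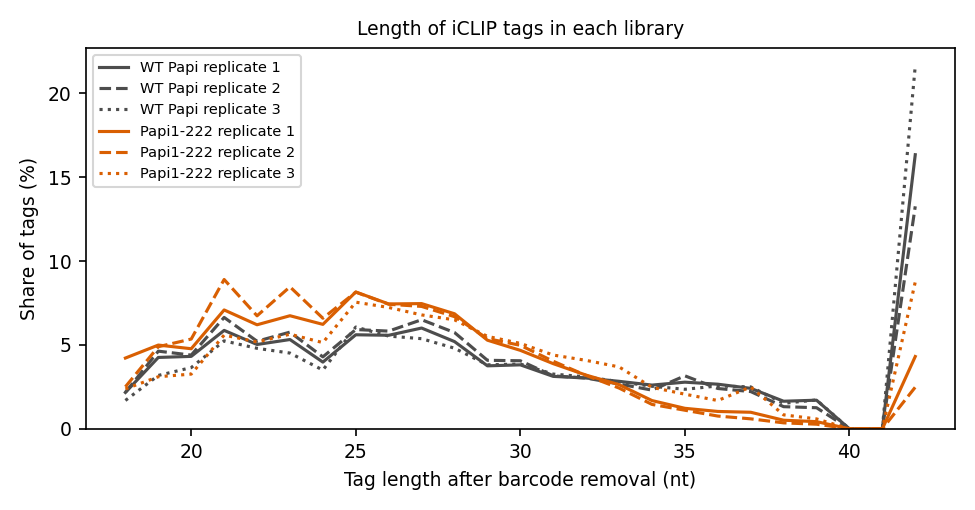
Share of tags, in percent, at each tag length in nt after barcode removal. Each line is 1 library, and line styles mark replicates 1 to 3. At 42 nt the WT Papi libraries lie between 13.3% and 21.6% and the Papi1-222 libraries between 2.48% and 8.75%.

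RNase T1, which cuts after G, was used for the partial digestion. Of the tags that ended before the end of the read, 80.2% ± 1.57 (SD, n = 3) ended in G with WT Papi and 70.6% ± 1.57 (SD, n = 3) with Papi1-222. Every Papi1-222 library was lower (exact permutation test, p = 0.1, the smallest possible), in a comparison chosen after the data were seen. Over all tags the shares were 71.3% ± 3.13 (SD, n = 3) and 68.4% ± 0.898 (SD, n = 3), which did not separate the groups (exact permutation test, p = 0.3, adjusted p = 0.3), and the mean paired difference was -2.83 percentage points.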

### FAST-iCLIP data analysis

Sequencing reads were trimmed by a 3′ adapter sequence using Cutadapt^36^, and reads shorter than 27 bp were discarded. PCR duplicates were removed by collapsing all identical reads containing the same random barcode using the fastx-collapser in the FASTX-Toolkit (http://hannonlab.cshl.edu/fastx_toolkit), then the 5′-end random barcode at positions 1–9 of the reads was removed. 

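Since duplicates were collapsed by barcode, the count of a tag sequence is the number of different barcodes seen with it. The highest count of a sequence was 913, 817 and 521 in the WT Papi libraries and 1063, 1007 and 1201 in the Papi1-222 libraries. Tags with the sequence GTCCGACGATC were 790, 2147 and 176 in number with WT Papi and 807, 22217 and 443 with Papi1-222, which is 3.50% of the tags of Papi1-222 replicate 2 and at most 1.19% of those of any other library.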

The reads were mapped against the *Bombyx mori* genome assembly (November 2016) from the SilkBase database^37^ using STAR^38^. The reads that mapped to the genome were mapped against the Papi-RIP data obtained previously^14^ (Gene Expression Omnibus [GEO] accession GSE107371) using Bowtie^39^, allowing a single mismatch. The Papi-RIP data were downloaded from the GEO and processed with minor modification of the genome mapping. Genome mapping was performed using the same method we used for the FAST-iCLIP data, as described above. The ratio of reads mapped to Papi-RIP sequences against the reads mapped to the genome sequences was calculated and is shown as a bar graph using R.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Peer Review File

## Data Availability

The data supporting the findings of this study are available from the corresponding authors upon reasonable request. The FAST-iCLIP data were deposited in the Gene Expression Omnibus under accession code GSE179432. The mass spectrometry data for Papi phosphorylation sites were deposited in the proteomeXchange Consortium via the JPOST under accession code PXD027395. The mass spectrometry data for Papi interacting proteins were deposited in the proteomeXchange Consortium via the JPOST under accession code PXD027396. Source Data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Siwi cooperates with Par-1 kinase to resolve the autoinhibitory effect of Papi for Siwi-piRISC biogenesis
**Source:** Nat Commun. 2022 Mar 21;13:1518. doi: 10.1038/s41467-022-29193-9
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

**Siwi cooperates with Par-1 kinase to resolve the  
autoinhibitory effect of Papi for Siwi-piRISC biogenesis**

Yamada et al.

## **Table of contents**

### **Supplementary Figures**

Supplementary Figure.1 related Figure.1 Phosphorylation of Ser547 of Papi is necessary for Siwi-piRISC biogenesis.

Supplementary Figure 2, related Figure 2. Par-1 kinase is responsible for Papi Ser547 phosphorylation.

Supplementary Figure 3, related Figure 3. Siwi targets cytoplasmic Par-1 kinase to mitochondrial Papi for its phosphorylation.

Supplementary Figure 4, related Figure 4. Auxiliary domain of Papi influences the RNA-binding activity of Papi via the KH domains.

### **Supplementary table**

Supplementary table.1 Sequences of oligonucleotides

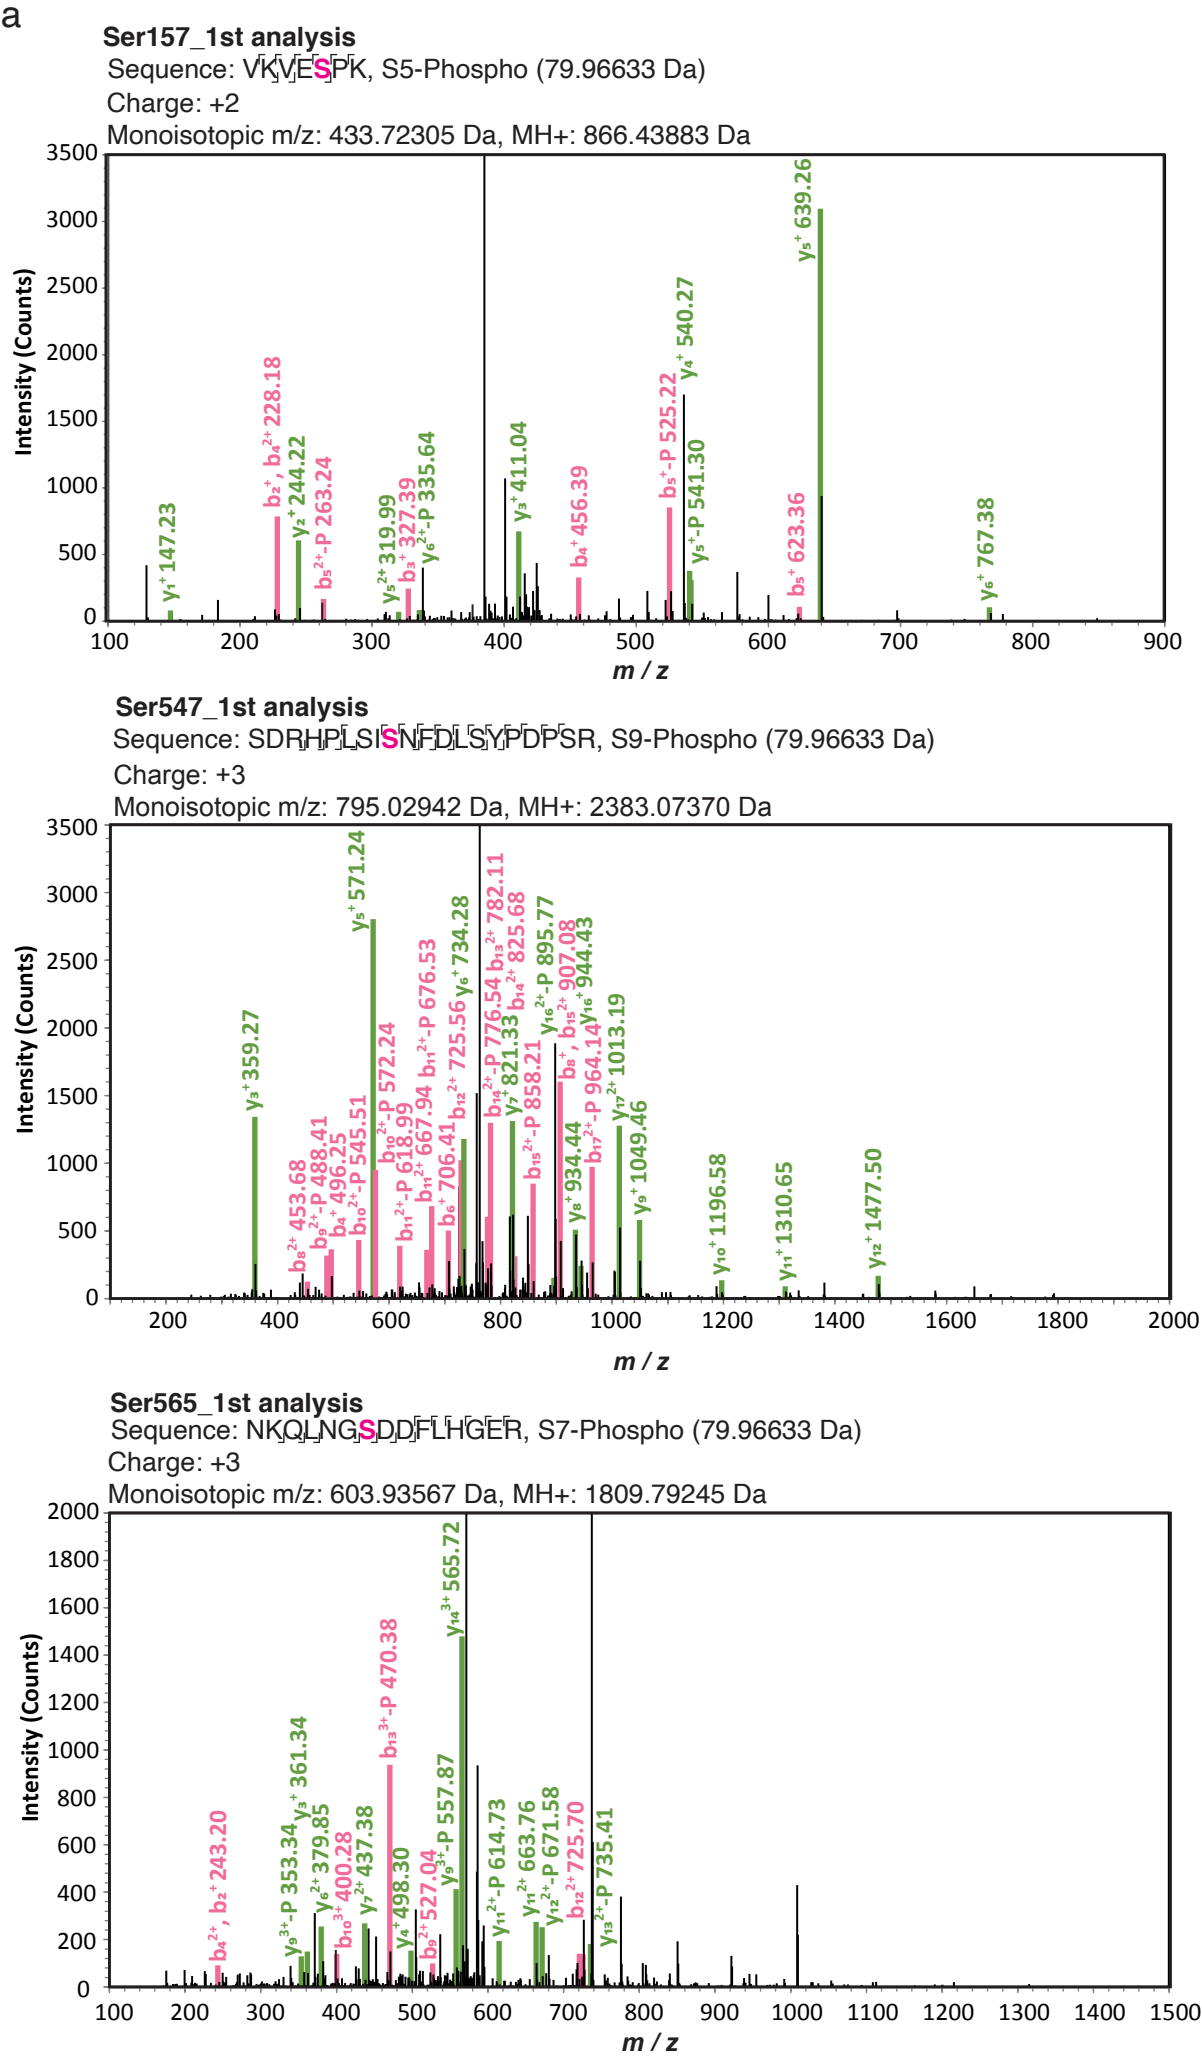

b

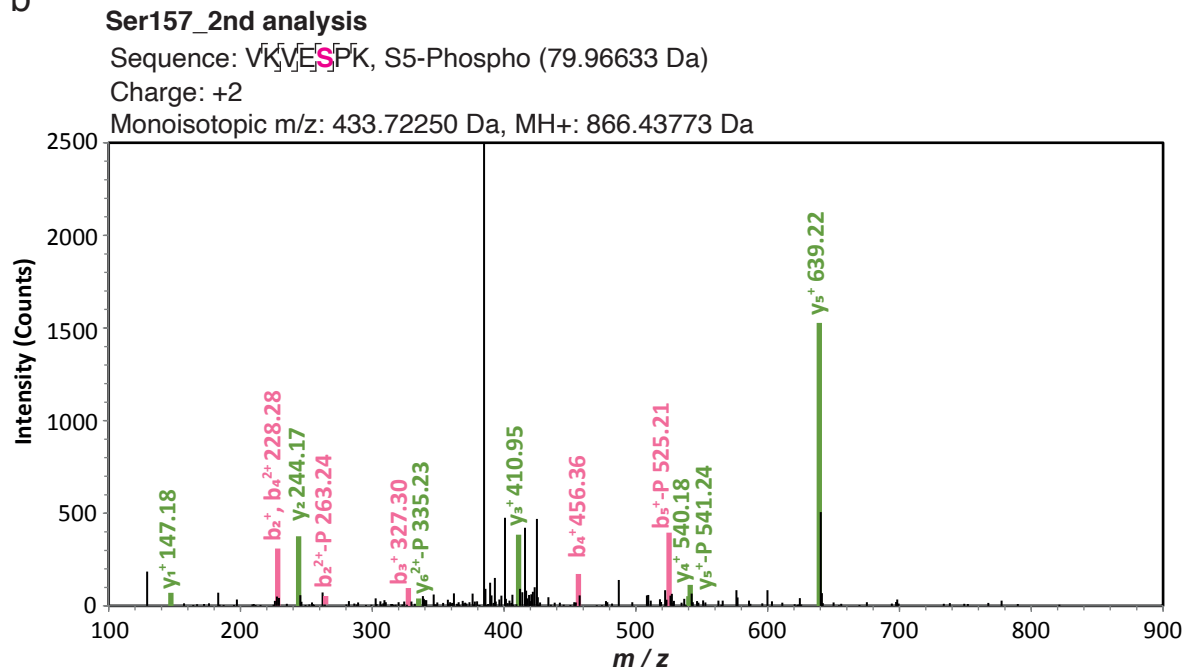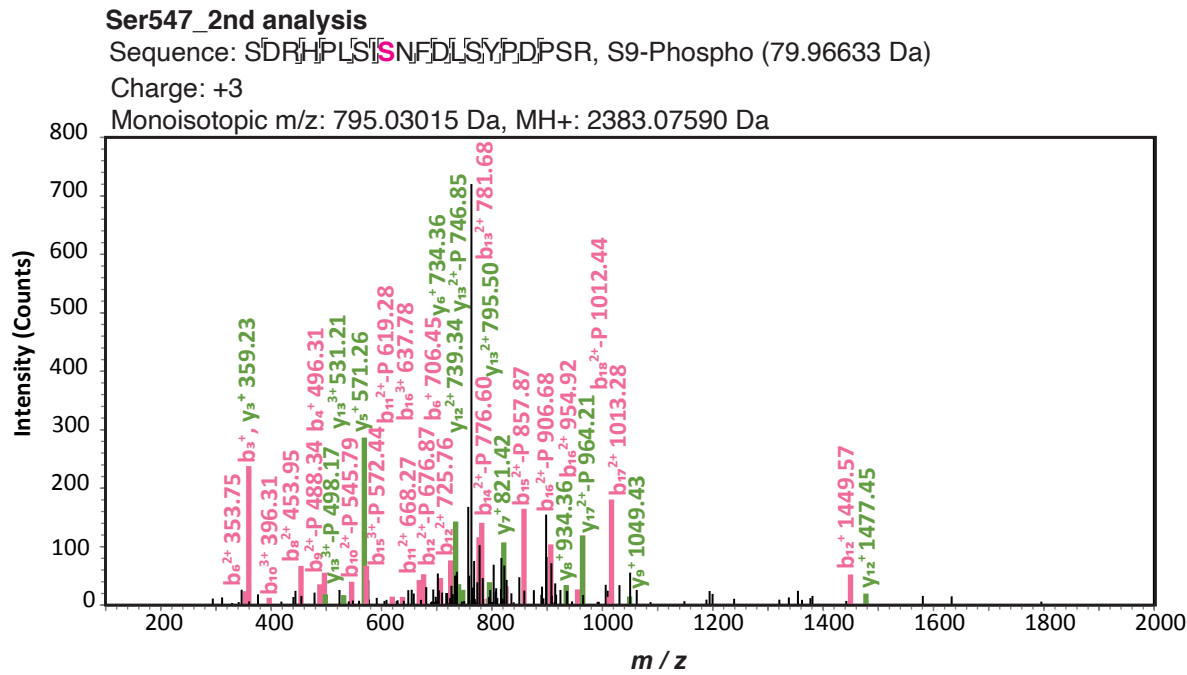

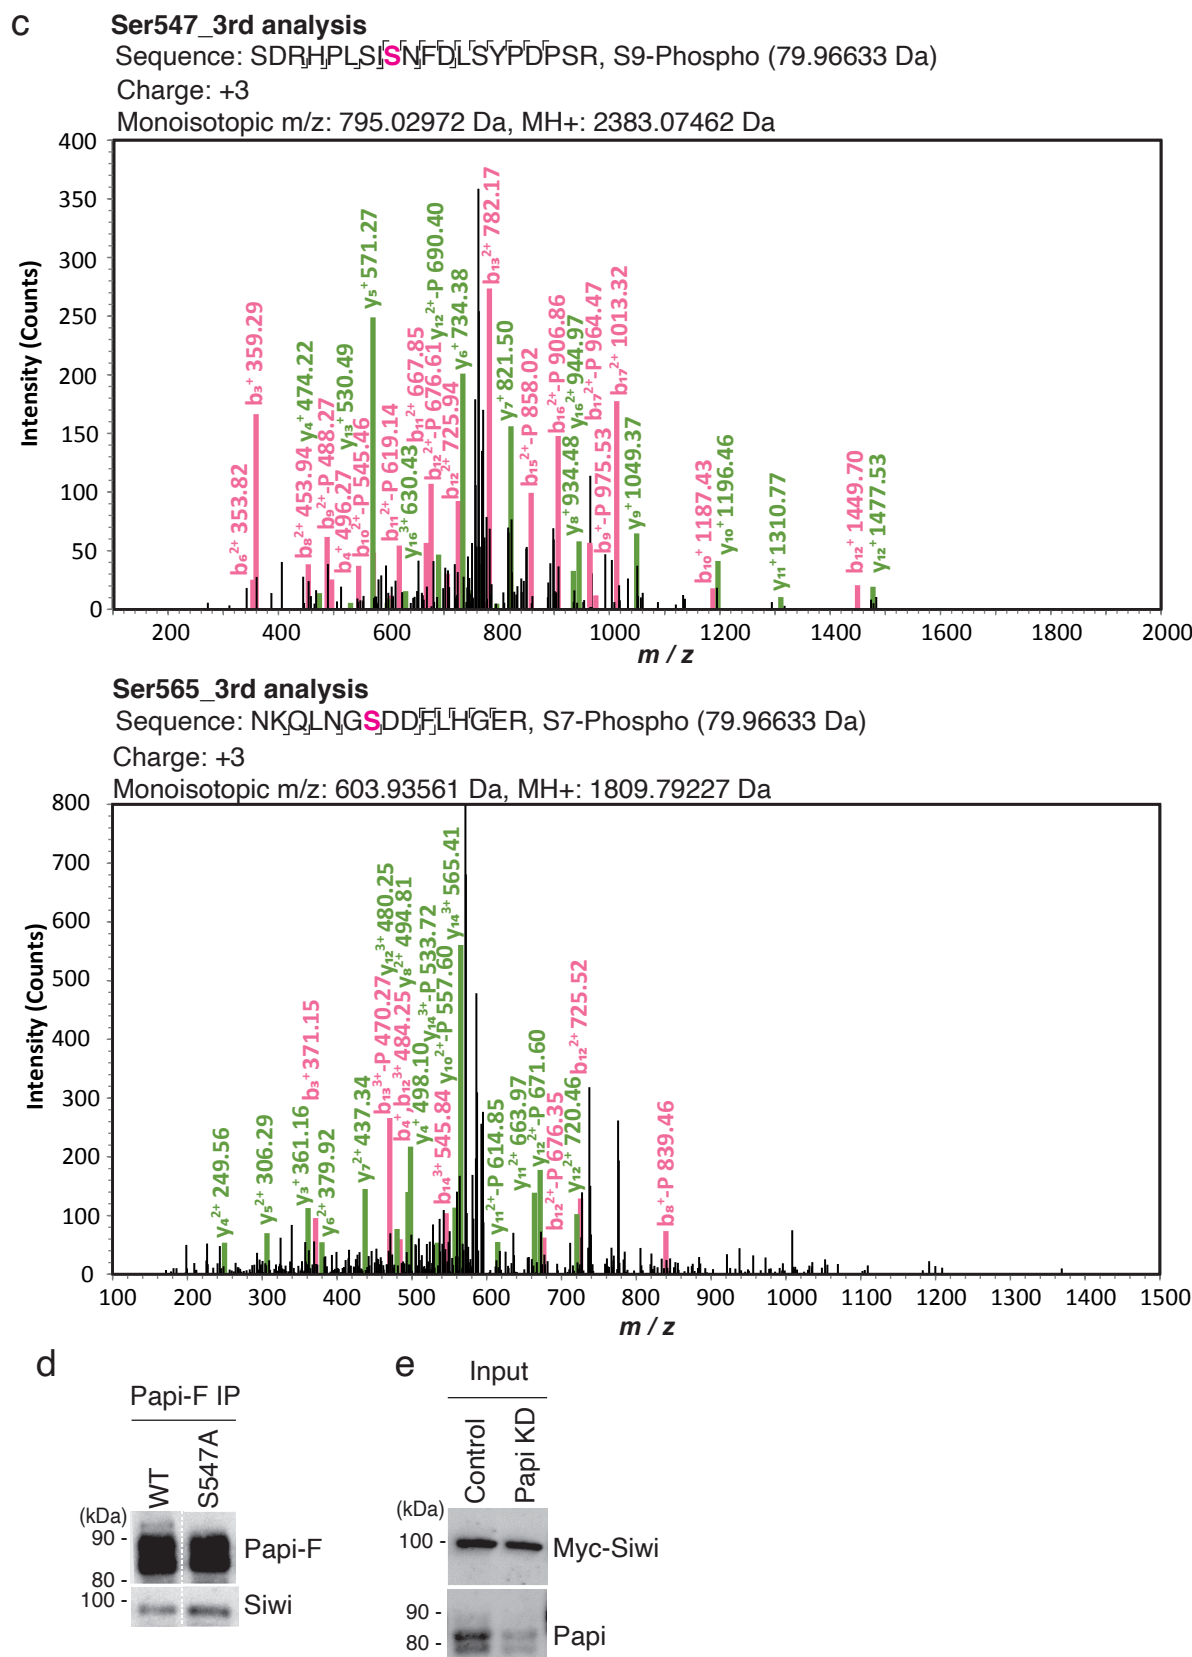

**Supplementary Figure 1, related Figure 1. Phosphorylation of Ser547 of Papi is necessary for Siwi-piRISC biogenesis.**

(a-c) Phosphopeptide mass spectra showing that Ser157, Ser547, and Ser565 of Papi (indicated with a triangle in Fig. 1b) were phosphorylated. The mass spectra of phosphorylated peptides were recorded on (M + H)<sup>+</sup> ions at  $m/z$  433.7 for a 7 residue phosphopeptide, (M + 3H)<sup>+</sup> ions at  $m/z$  795.0 for a 20 residue phosphopeptide, and (M + 3H)<sup>+</sup> ions at  $m/z$  603.9 for a 15 residue phosphopeptide. Red and green in the fragment ion's mass spectra indicate the *b* and *y* ions, respectively. In the first analysis (a), we obtained three phosphopeptides that contain Ser157; VKVES<sub>157(P)</sub>PK (charge = +2, the probability by ptmRS = 100; the confidence was high), Ser547; SDRHPLSIS<sub>547(P)</sub>NFDLSYPDP (+3, 99.96; high), and Ser565; NKQLNGS<sub>565(P)</sub>DDFLHGER (+3, 100; high). The most abundant peak in the spectra, whose  $m/z$  indicates 384.89, 762.72, and 571.46, respectively, were not assigned, because these represent the unfragmented peptide ions with neutral loss of phosphate. In the second analysis (b), we obtained two phosphopeptides that contain Ser157; VKVES<sub>157(P)</sub>PK (+2, 100; medium) and Ser547; SDRHPLSIS<sub>547(P)</sub>NFDLSYPDP (+3, 99.83; high). The most abundant peak in the spectra which represents neutral loss of phosphate are 384.84 and 762.70. In the third analysis (c), we obtained two phosphopeptides that contain Ser547; SDRHPLSIS<sub>547(P)</sub>NFDLSYPDP (+3, 99.83; high) and Ser565; NKQLNGS<sub>565(P)</sub>DDFLHGER (+3, 100; high). The most abundant peak in the spectra which represents neutral loss of phosphate are 762.52 and 571.43. Information of the PSM, which includes the identified sequence, the site probability of ptmRS, the confidence level, charge, monoisotopic  $m/z$  and protonated molecule's mass, are shown above the spectra. The confidence levels 'High' and 'Medium' indicates 1% and 5% FDR, respectively.

(d) Both WT Papi and the S547A mutant bind Siwi in a similar way ( $n=3$ ). Anti-Flag and anti-Siwi antibodies were used for western blotting. Anti-Flag antibody was used for immunoprecipitation of Papi-Flag (Papi-F).

(e) Western blotting shows the abundance of Myc-Siwi and endogenous Papi in Input in Fig. 1e ( $n=3$ ). Source data are provided as a Source Data file.

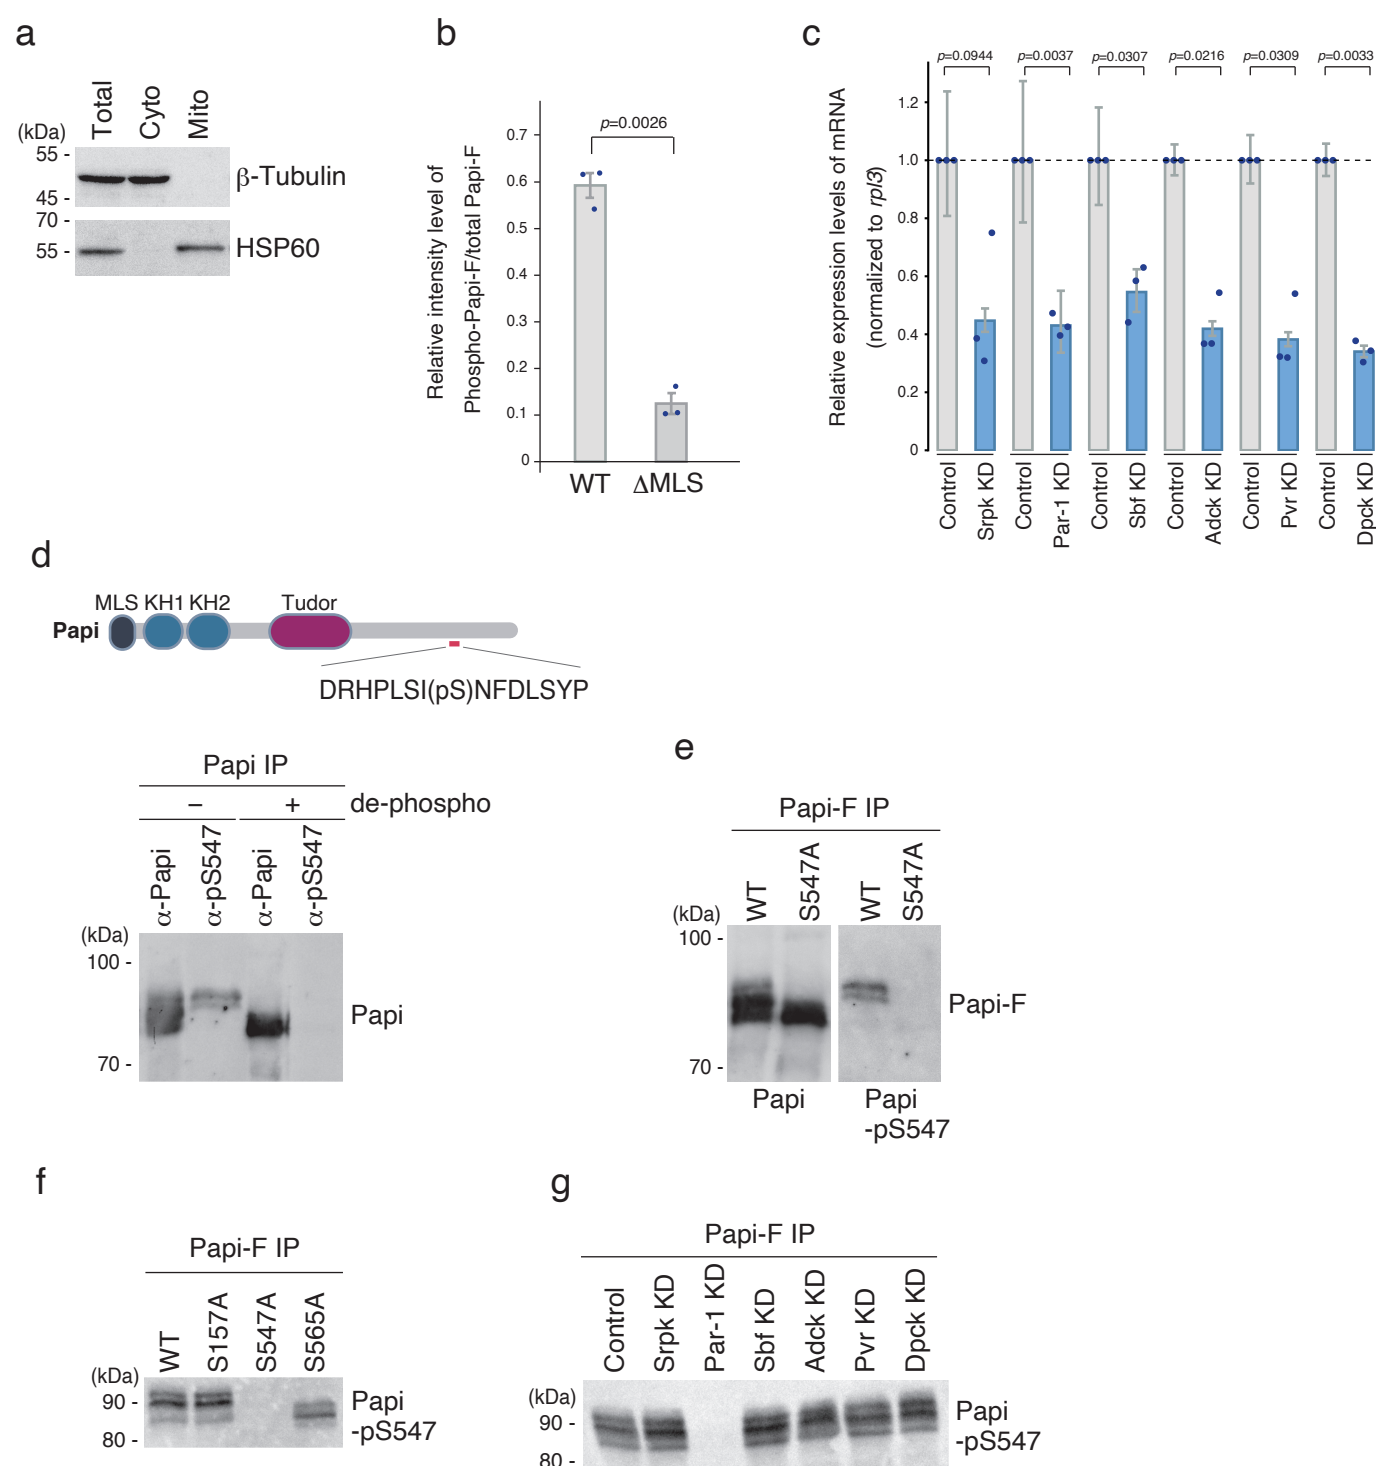

### Supplementary Figure 2, related Figure 2. Par-1 kinase is responsible for Papi Ser547 phosphorylation.

- (a) Western blotting showing the presence of β-Tubulin in the cytoplasmic (Cyto) fraction and HSP60 in the mitochondrial (Mito) fraction in Fig. 2a ( $n=3$ ).
- (b) Bar graph shows the statistical western blotting signals (phospho-Papi-F/total Papi-F) in Fig. 2b ( $n=3$ ). The signal intensities were calculated using ImageJ. Each dot represents the intensity calculated from three independent experiments.  $P$ -values were calculated by  $t$ -test (two-sided). Data are presented as mean values  $\pm$  SD.
- (c) RT-qPCR shows the efficiency of RNAi for the six kinases shown in Fig. 2e ( $n=3$ ).  $P$ -values were calculated by  $t$ -test (two-sided). Each dot represents the intensity calculated from three independent experiments. Data are presented as mean values  $\pm$  SEM.
- (d) Papi immunoprecipitated from BmN4 cells was dephosphorylated first and then probed with anti-Papi and anti-Papi-pSer547 antibodies ( $n=3$ ). Schematic diagram of Papi showing the epitope used for the production of the anti-Papi-pSer547 antibody.
- (e) WT Papi but not the S547A mutant was detected with anti-Papi-pSer547 antibody ( $n=3$ ). This proved the specificity of the antibody for Papi-pSer547.
- (f) WT Papi and its mutants shown in Fig. 1d were probed with anti-Papi-pSer547 antibody ( $n=3$ ).
- (g) Papi-Flag (Papi-F) immunoprecipitated from the cellular conditions (Fig. 2f) was probed with anti-Papi-pSer547 antibody ( $n=3$ ).

Source data are provided as a Source Data file.

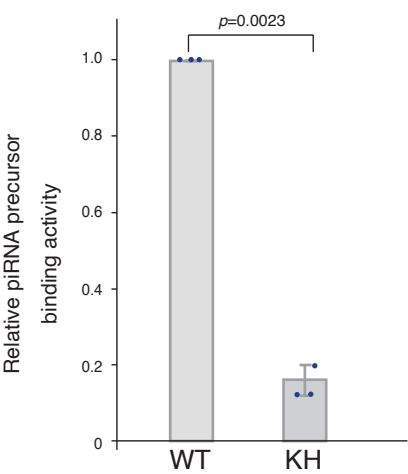

**Supplementary Figure 3, related Figure 3. Siwi targets cytoplasmic Par-1 kinase to mitochondrial Papi for its phosphorylation.**  
Bar graph shows the statistical piRNA precursor signals in Fig. 3i ( $n=3$ ). The signal intensities were calculated using ImageJ. Each dot represents the intensity calculated from three independent experiments. *P*-values were calculated by *t*-test (two-sided). Data are presented as mean values  $\pm$  SD. Source data are provided as a Source Data file.

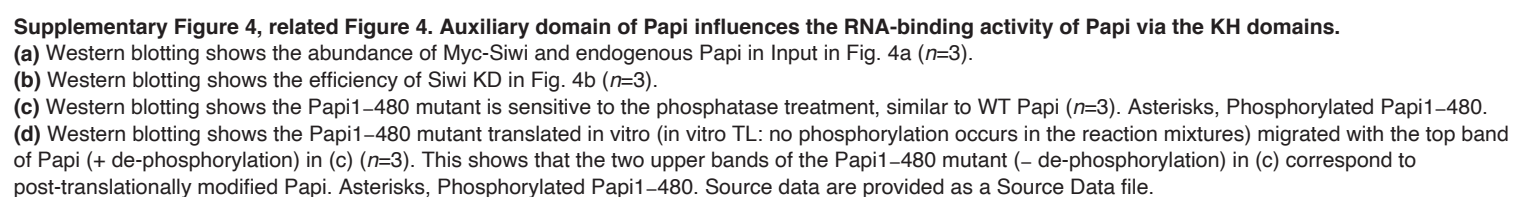

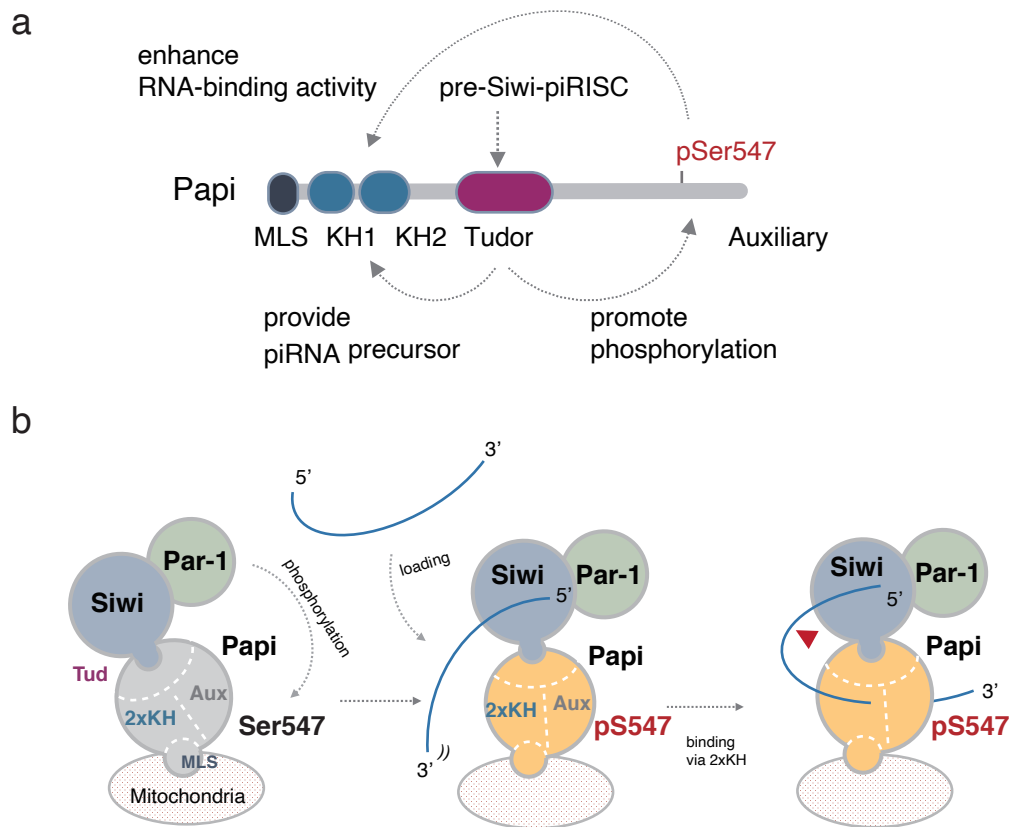

**Supplementary Figure 5, related Discussion. Proposed model for Siwi/Par-1-dependent regulation of Papi function and alignment of the Papi and Tdrkh amino acid sequences.**

**(a)** Proposed model for Siwi/Par-1-cooperative regulation of Papi function. MLS, mitochondrial localization signal; KH1 and KH2, K-homology domains.

**(b)** Par-1-mediated Papi phosphorylation at Ser547 alters the folding and/or other aspects of Papi (indicated by the color change), allowing Papi to bind Siwi-bound piRNA precursors via the KH domains. This molecular scheme is important for Zuc-mediated processing (red triangle).

**(c)** Multiple sequence alignment of *Bombyx* and *Drosophila* Papi (BmPapi and DmPapi) and mouse Tdrkh. Conserved residues across the three species are boxed in gray. The KH domains are boxed in blue; the Tudor domain is boxed in purple; Ser547 in BmPapi is shown in turquoise blue; the MLS in BmPapi is shown by red letters; N-IDR and C-IDR are highlighted in green. (d) Plots show that BmPapi and Tdrkh both have two IDRs (N-IDR and C-IDR).

The IDRs were predicted using DISOPRED3 (<http://bioinf.cs.ucl.ac.uk/psipred/>). Schematic drawing showing the domain structure of BmPapi and Tdrkh.

Source data are provided as a Source Data file.

C

|        |                                                               |       |
|--------|---------------------------------------------------------------|-------|
| BmPapi | -----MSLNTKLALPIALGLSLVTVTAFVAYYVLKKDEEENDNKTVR-----          |       |
| DmPapi | --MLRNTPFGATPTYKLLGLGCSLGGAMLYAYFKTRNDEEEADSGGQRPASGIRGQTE    |       |
| Tdrkh  | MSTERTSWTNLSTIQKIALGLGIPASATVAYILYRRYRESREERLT-----           |       |
| BmPapi | ---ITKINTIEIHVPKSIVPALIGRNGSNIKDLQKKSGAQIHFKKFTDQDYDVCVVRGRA  | KH1   |
| DmPapi | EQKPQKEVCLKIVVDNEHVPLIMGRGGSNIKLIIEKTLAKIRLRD-KDSGHKFCDISGVP  |       |
| Tdrkh  | -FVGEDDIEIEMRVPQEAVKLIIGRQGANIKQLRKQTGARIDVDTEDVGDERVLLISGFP  |       |
| BmPapi | DTTQLAETLIHDFIKQOPTIMSESITVPSWSCGRIIGSGGENVNDISHRSGARVKVESPK  | KH2   |
| DmPapi | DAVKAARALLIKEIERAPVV-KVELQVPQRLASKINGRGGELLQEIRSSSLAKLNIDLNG  |       |
| Tdrkh  | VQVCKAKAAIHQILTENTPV-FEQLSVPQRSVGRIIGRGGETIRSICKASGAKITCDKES  |       |
| BmPapi | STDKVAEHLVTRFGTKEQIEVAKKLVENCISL----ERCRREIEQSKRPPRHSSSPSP    | N-IDR |
| DmPapi | RN---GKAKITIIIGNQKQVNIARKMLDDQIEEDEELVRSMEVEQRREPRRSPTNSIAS-  |       |
| Tdrkh  | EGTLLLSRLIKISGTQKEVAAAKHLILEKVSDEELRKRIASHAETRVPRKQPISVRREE   |       |
| BmPapi | -----CPSPG-----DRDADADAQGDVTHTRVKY-----                       |       |
| DmPapi | -----SM-----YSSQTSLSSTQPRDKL-----                             |       |
| Tdrkh  | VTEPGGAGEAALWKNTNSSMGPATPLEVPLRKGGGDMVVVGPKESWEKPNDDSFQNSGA   |       |
| BmPapi | -----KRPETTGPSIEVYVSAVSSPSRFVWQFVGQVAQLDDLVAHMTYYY            | Tudor |
| DmPapi | -----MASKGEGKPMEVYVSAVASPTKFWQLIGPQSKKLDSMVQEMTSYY            |       |
| Tdrkh  | QSSPETSMEFIPSPDFSFADEYLEVYVSASEHPNHFWIQUIIGSRSLQLDKLVSEMTQHY  |       |
| BmPapi | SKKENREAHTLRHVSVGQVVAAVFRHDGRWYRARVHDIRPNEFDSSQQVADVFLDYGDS   |       |
| DmPapi | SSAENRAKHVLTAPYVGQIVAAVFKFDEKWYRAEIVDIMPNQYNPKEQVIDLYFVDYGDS  |       |
| Tdrkh  | ENSLPED-----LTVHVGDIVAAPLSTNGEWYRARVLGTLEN-----GNLDLYFVDFGDN  |       |
| BmPapi | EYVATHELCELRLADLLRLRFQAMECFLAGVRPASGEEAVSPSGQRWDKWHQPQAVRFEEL |       |
| DmPapi | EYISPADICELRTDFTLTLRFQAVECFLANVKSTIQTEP-----ITWPKSSIAKFEEL    |       |
| Tdrkh  | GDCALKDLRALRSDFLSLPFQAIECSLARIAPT-----EEWEEELDEFDRL           |       |
| BmPapi | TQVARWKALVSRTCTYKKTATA-----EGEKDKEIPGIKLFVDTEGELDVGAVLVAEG    |       |
| DmPapi | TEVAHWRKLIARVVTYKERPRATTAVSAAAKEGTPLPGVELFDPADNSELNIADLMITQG  |       |
| Tdrkh  | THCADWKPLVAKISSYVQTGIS-----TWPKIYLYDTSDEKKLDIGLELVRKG         |       |
| BmPapi | WAVAGPAPSPRPSP----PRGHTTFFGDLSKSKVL-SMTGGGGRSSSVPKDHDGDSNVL   | C-IDR |
| DmPapi | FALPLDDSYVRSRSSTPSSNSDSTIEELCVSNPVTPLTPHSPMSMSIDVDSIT-----    |       |
| Tdrkh  | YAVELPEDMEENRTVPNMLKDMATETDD-SLASIL-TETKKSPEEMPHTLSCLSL-SEAA  |       |
| BmPapi | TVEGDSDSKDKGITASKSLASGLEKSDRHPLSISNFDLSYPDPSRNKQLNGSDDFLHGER  | S547  |
| DmPapi | QAENEHL--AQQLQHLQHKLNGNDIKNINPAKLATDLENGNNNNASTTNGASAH-----   |       |
| Tdrkh  | SMSGDDNLEDDL-----                                             |       |
| BmPapi | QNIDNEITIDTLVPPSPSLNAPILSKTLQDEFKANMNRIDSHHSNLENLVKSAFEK      | 629   |
| DmPapi | -----                                                         | 576   |
| Tdrkh  | -----                                                         | 560   |

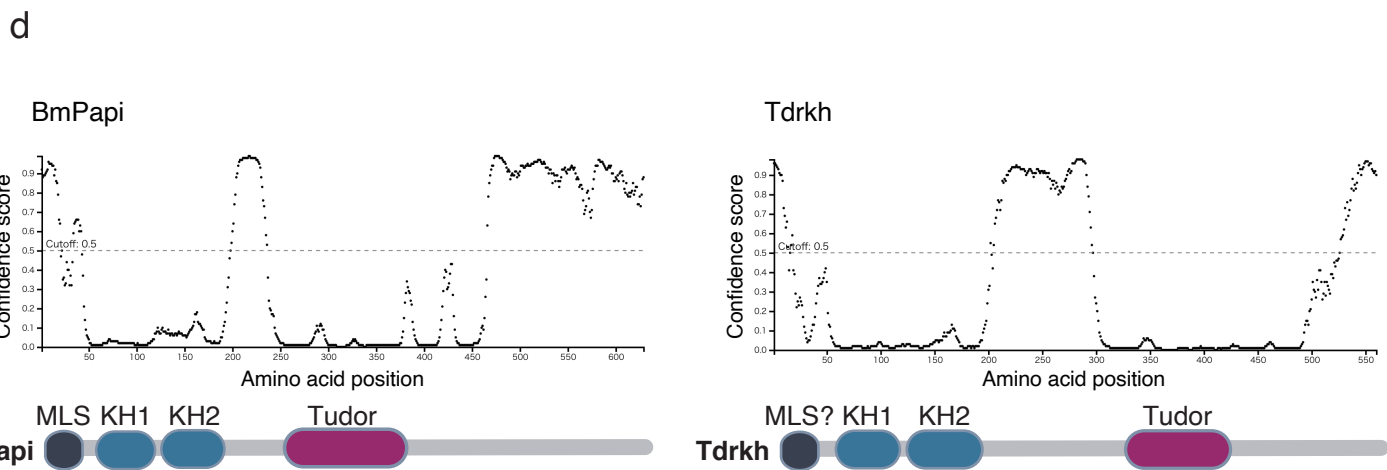

**Supplementary Table 1. Sequences of oligonucleotides**

\*: RNA is shown in *italics*; \*\*: identical sequences; \*\*\*: identical sequences.

# Supplementary material for: Siwi cooperates with Par-1 kinase to resolve the autoinhibitory effect of Papi for Siwi-piRISC biogenesis
**Source:** Nat Commun. 2022 Mar 21;13:1518. doi: 10.1038/s41467-022-29193-9
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                      |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Proteome Discoverer 2.1 (Thermo Fisher Scientific), StepOne software v2.2.2 (Thermo Fisher Scientific), ChemoDoc XRS Plus System (Bio-Rad), ImageJ (National Institutes of Health, version 1.53a), R (version 4.0.5) |
| Data analysis   | For analyzing the reads obtained from deep sequencing analysis, cutadapt (version 1.14), Bowtie (version 1.1.1), fastx-collapser from FASTX-Toolkit (version 0.0.14), and STAR (version 2.5.3a) were used.           |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The FAST-iCLIP data have been deposited in the Gene Expression Omnibus under accession number GSE179432 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE179432>)

The mass spectrometry data have been deposited to the proteomeXchange Consortium via the JPOST repository PXD027395 (<http://proteomecentral.proteomexchange.org/cgi/GetDataset?ID=PX027395>) (Phosphorylation sites that influences the RNA-binding activity of Papi) and PXD027396 (<http://proteomecentral.proteomexchange.org/cgi/GetDataset?ID=PX027396>) (Papi interacting proteins in mitochondrial fraction of BmN4 cells).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                            |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For WB, IP, CLIP, FAST-iCLIP-seq and RT-qPCR experiments the sample size was chosen based on data from our previous work.                                                                                                                  |
| Data exclusions | No data exclusion in this manuscript.                                                                                                                                                                                                      |
| Replication     | Experiments were repeated as described in the figure legends. All experiments shown could be reproduced as described.                                                                                                                      |
| Randomization   | This study does not involve animal experiments. Cells were cultured in flasks or dishes and when sufficient cultured cells for the each specific assay were available flasks or dishes were randomly chosen for transfection or knockdown. |
| Blinding        | Experiments performed in this article were not blinded. Researchers were not blinded during data collection or analysis. This was not possible since, transfection and knockdown of the cells was conducted by the same reserchers.        |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>[Primary antibodies]</p> <p>Anti-Papi and Siwi monoclonal antibodies were produced from immunized mice, respectively (Nishida et al., 2018, Nature 555, 260-264; Nishida et al., 2015, Cell Reports 10, 193-203). AntiPapi-pS547 monoclonal antibodies were produced from immunized mice in this paper.</p> <p>Anti-Flag M2 (catalog number: F3165, Sigma), anti-Flag produced in rabbit (catalog number: F7425, Sigma), anti-Myc (9E10, Developmental Studies Hybridoma Bank), anti-<math>\beta</math>-Tubulin (E7, Developmental Studies Hybridoma Bank), and anti-HSP60 (LK1, catalog number: SMC-110B, StressMarq Biosciences) monoclonal antibodies were purchased.</p> <p>For western blotting, each antibody was used at the following dilution [anti-Papi (1:1000), Siwi (1:5000), Papi-S547 (supernatant of hybridoma cells), Flag (1:1000), Myc (1:1000), <math>\beta</math>-Tubulin (1:1000), HSP60 (1:1000)].</p> <p>[Secondary antibodies]</p> <p>Peroxidase-conjugated anti-mouse IgG antibody (1:5,000 dilution; catalog number: 55558, Cappel)</p> <p>Peroxidase-conjugated anti-rabbit IgG antibody (1:1,000 dilution; catalog number: 7074S, Cell Signaling Technology)</p>                  |
| Validation      | <p>[Primary antibodies]</p> <p>Anti-Papi and Siwi monoclonal antibodies were validated by Western blotting of a knockdown lysate of BmN4 in a previous studies, respectively (Nishida et al., 2018, Nature 555, 260-264; Nishida et al., 2015, Cell Reports 10, 193-203). Papi-pS547 monoclonal antibodies was validated by Western blotting of lysates of normal BmN4 and transected BmN4 in this study (Fig. S2d, e).</p> <p>For the following purchased antibodies, see manufacturer information:</p> <p>Anti-Flag M2 (<a href="https://www.sigmaaldrich.com/certificates/COFA/F3/F3165/F3165-BULK_____.SLCG2330_.pdf">https://www.sigmaaldrich.com/certificates/COFA/F3/F3165/F3165-BULK_____.SLCG2330_.pdf</a>)</p> <p>Anti-Flag produced in rabbit (<a href="https://www.sigmaaldrich.com/certificates/Graphics/COFAInfo/sigmail01/pdf/F7425_064M4757V.pdf">https://www.sigmaaldrich.com/certificates/Graphics/COFAInfo/sigmail01/pdf/F7425_064M4757V.pdf</a>)</p> <p>Anti-Myc (<a href="https://dshb.biology.uiowa.edu/9E-10">https://dshb.biology.uiowa.edu/9E-10</a>)</p> <p>Anti-<math>\beta</math>-Tubulin (<a href="https://dshb.biology.uiowa.edu/E7_2">https://dshb.biology.uiowa.edu/E7_2</a>)</p> |

Anti-HSP60 (<https://www.stressmarq.com/products/antibodies/hsp60-antibody-smc-110/?v=3e8d115eb4b3>)  
 [Secondary antibodies]  
 Peroxidase-conjugated anti-mouse IgG antibody (<https://www.mpbio.com/jp/0855558-peroxidase-conjugated-sheep-igg-fraction-to-mouse-igg-no-cross-to-human>)  
 Peroxidase-conjugated anti-rabbit IgG antibody (<https://www.cellsignal.jp/products/secondary-antibodies/anti-rabbit-igg-hrp-linked-antibody/7074>)

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                   |
|----------------------------------------------------------------------|-----------------------------------------------------------------------------------|
| Cell line source(s)                                                  | BmN4 cells were gifted from National Institute of Agrobiological Sciences (NIAS). |
| Authentication                                                       | BmN4 cell have not been authenticated.                                            |
| Mycoplasma contamination                                             | BmN4 cells were not tested for mycoplasma contamination.                          |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | BmN4 cells are not misidentified cell lines.                                      |

# Supplementary material for: Siwi cooperates with Par-1 kinase to resolve the autoinhibitory effect of Papi for Siwi-piRISC biogenesis
**Source:** Nat Commun. 2022 Mar 21;13:1518. doi: 10.1038/s41467-022-29193-9

Original source data of blotting and silver staining images of Figure.1

Fig. 1a

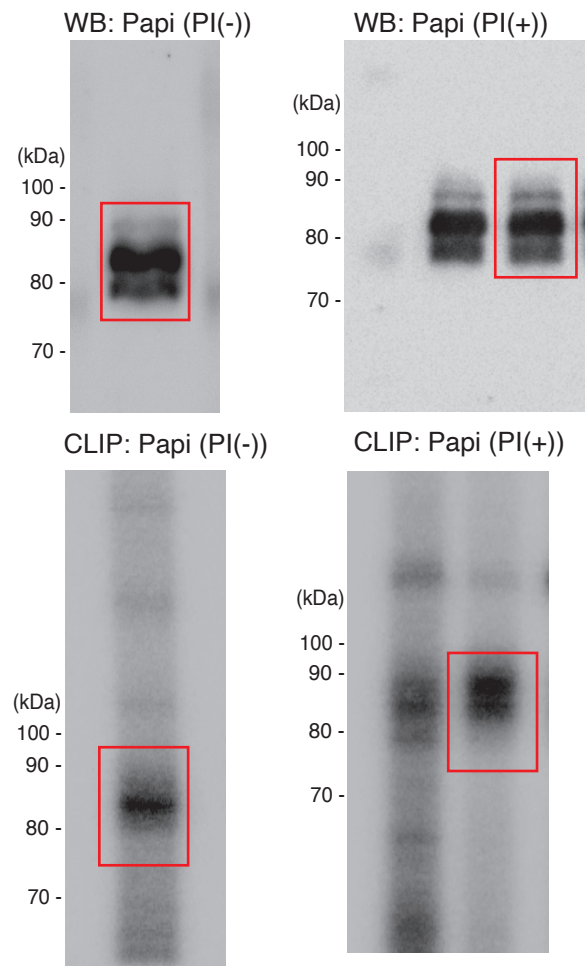

Fig. 1b

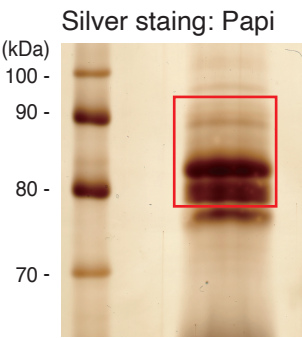

Fig. 1c

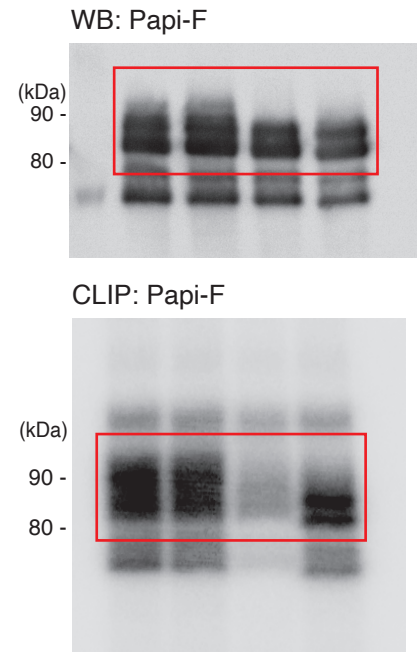

Fig. 1e

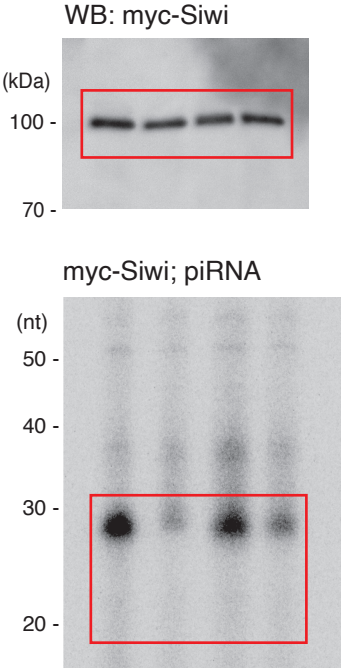

Original source data of blotting and silver staining images of Figure.2

Fig. 2a

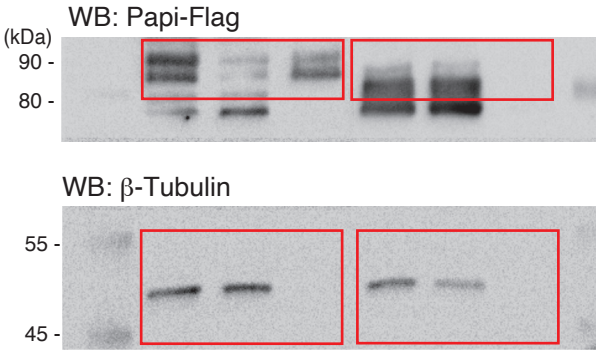

Fig. 2c

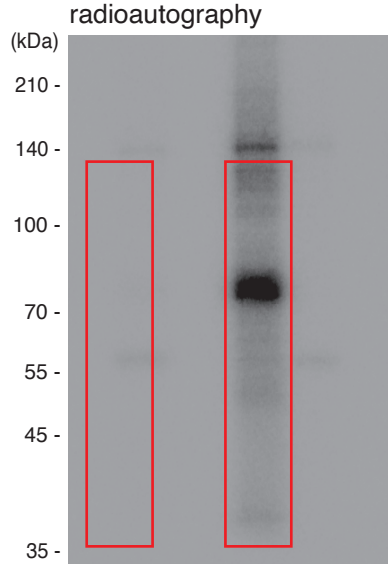

Fig. 2d

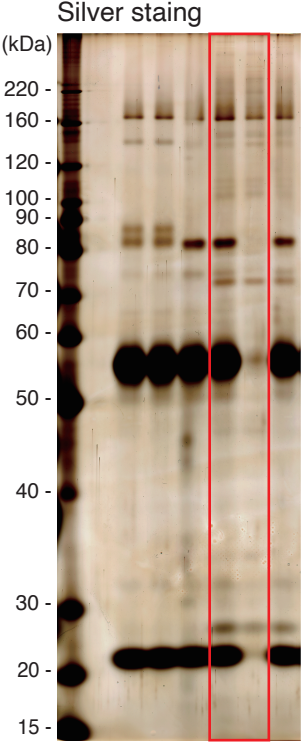

Fig. 2b

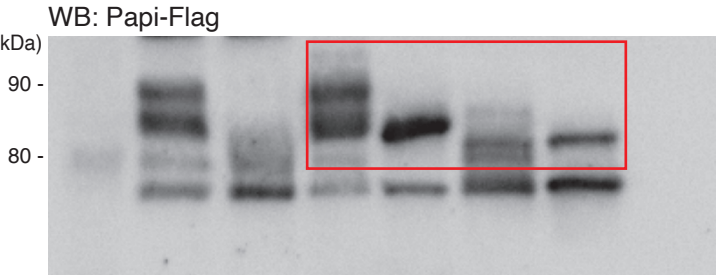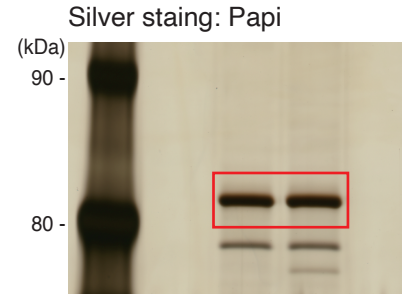

Fig. 2f

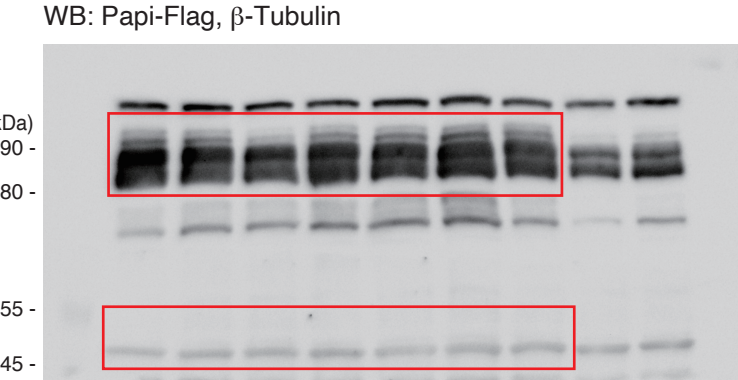

Fig. 2g

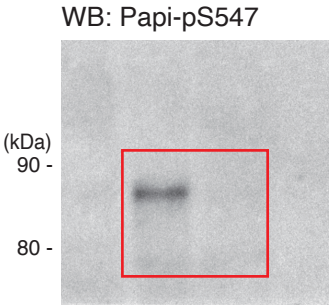

Fig. 2h

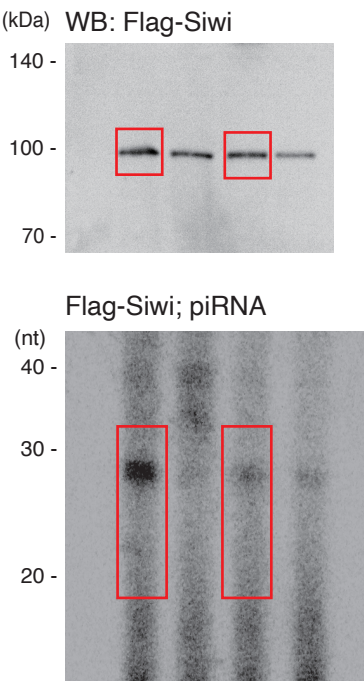

# Original source data of blotting images of Figure.3

**Fig. 3a**

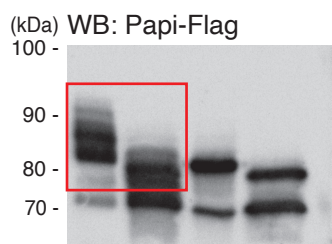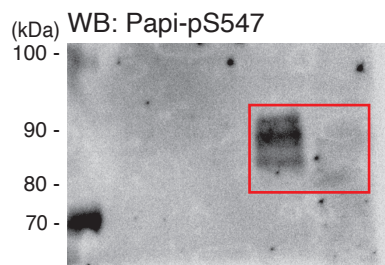

**Fig. 3b**

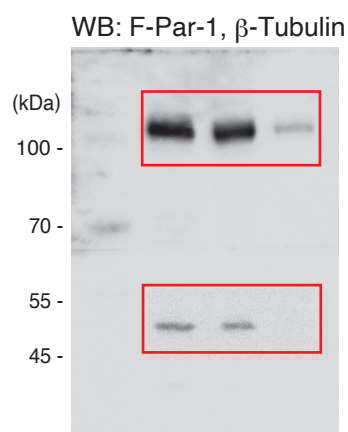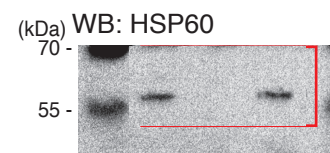

**Fig. 3c**

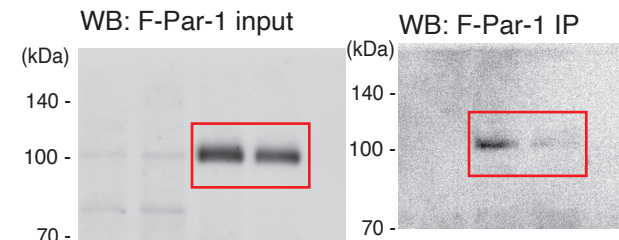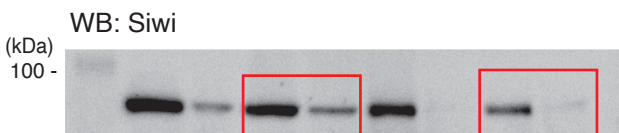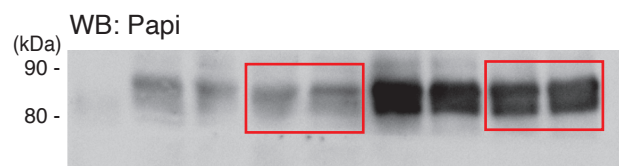

**Fig. 3d**

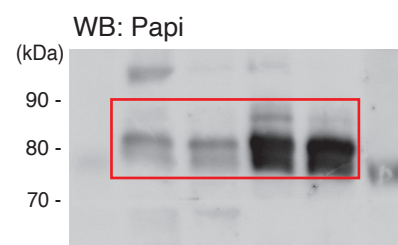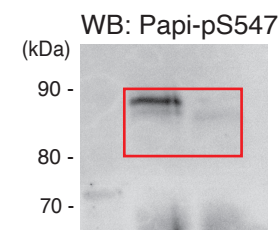

**Fig. 3e**

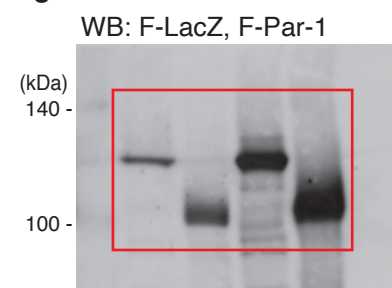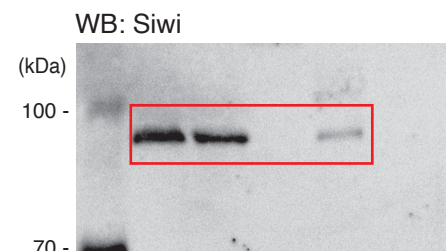

**Fig. 3f**

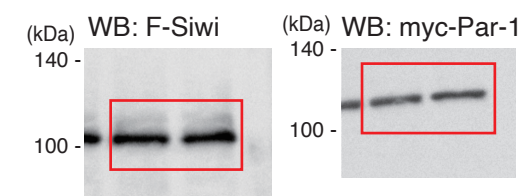

**Fig. 3g**

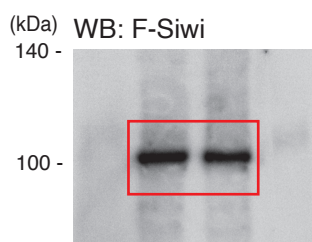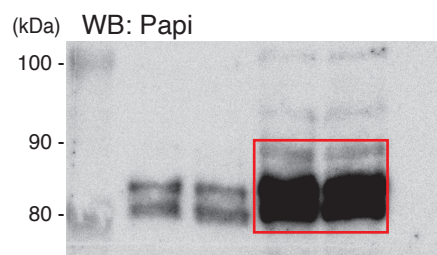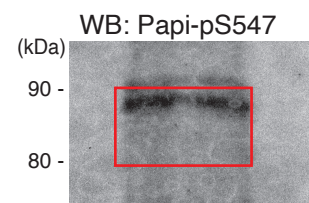

**Fig. 3i**

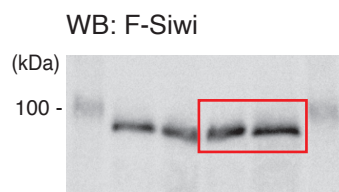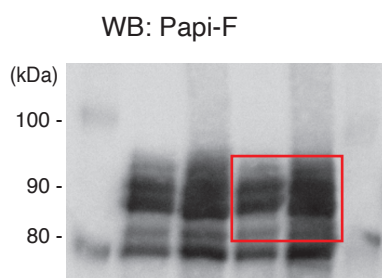

**NB**

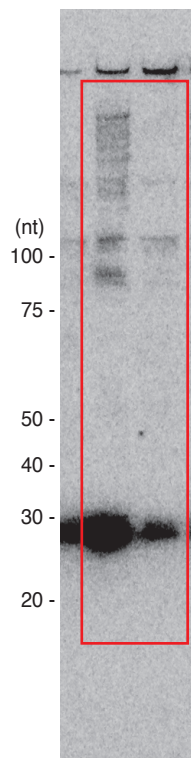

Original source data of blotting images of Figure.4

Fig. 4a

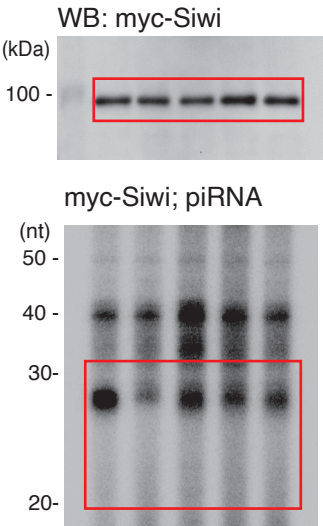

Fig. 4b

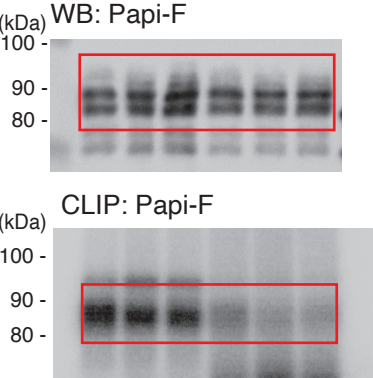

Fig. 4c

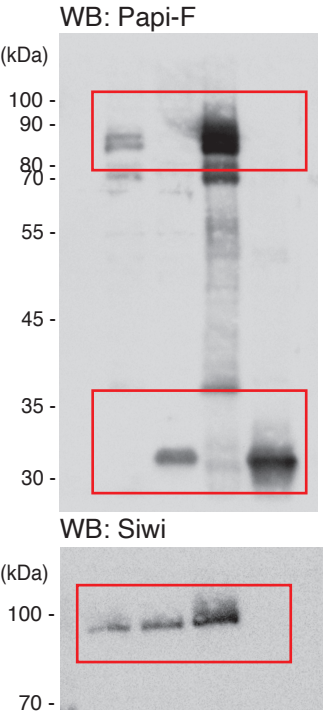

Fig. 4d

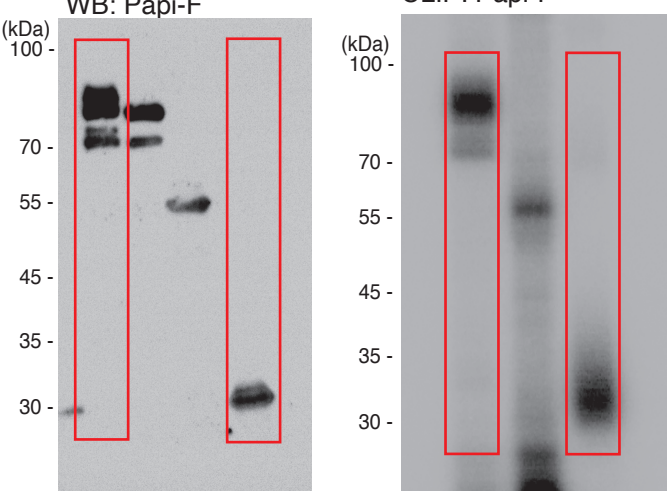

Fig. 4f

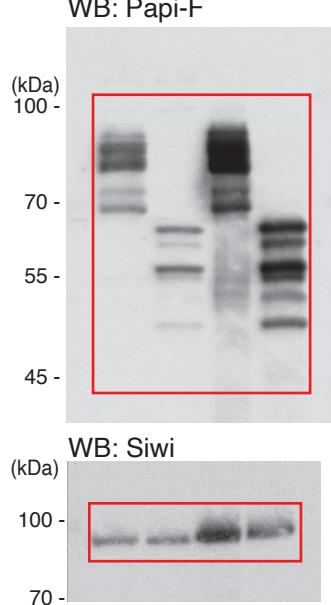

Fig. 4g

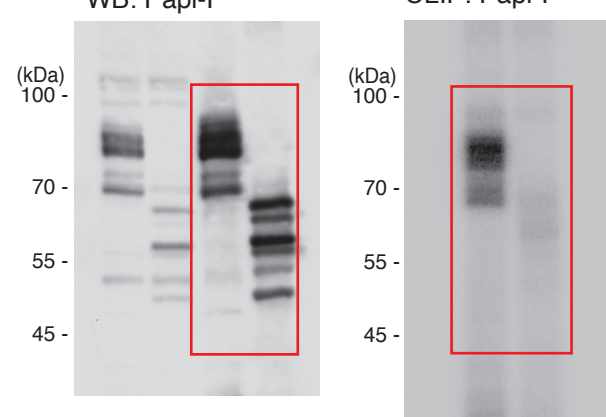

Original source data of blotting images of Supplementary Figures

Supplementary Fig.1d

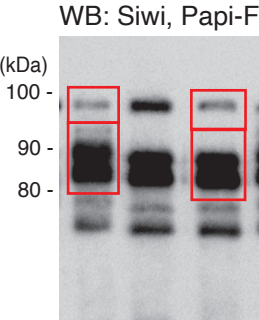

Supplementary Fig.1e

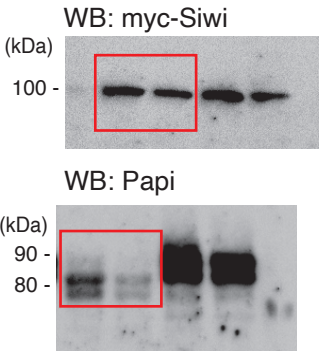

Supplementary Fig.2a

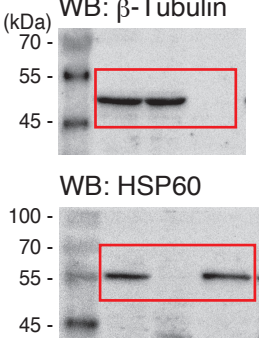

Supplementary Fig.2d

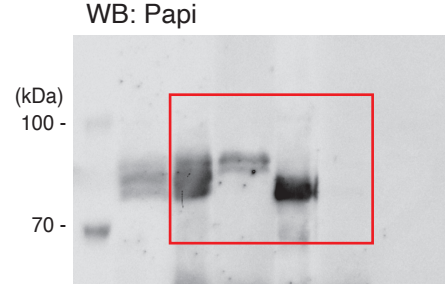

Supplementary Fig.2e

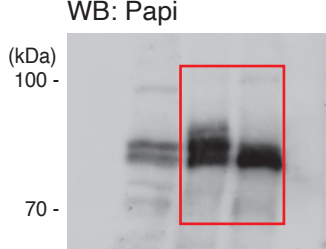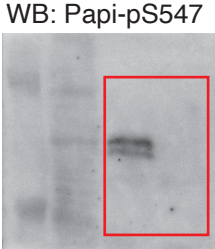

Supplementary Fig.2f

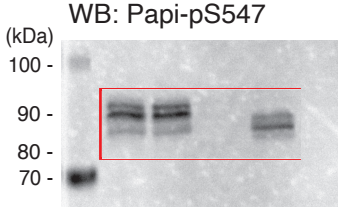

Supplementary Fig.2g

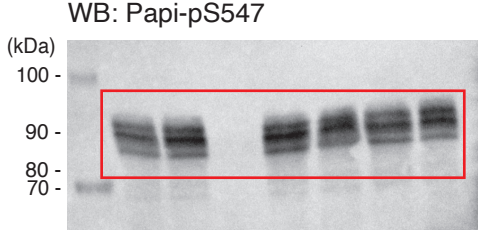

Supplementary Fig.4a

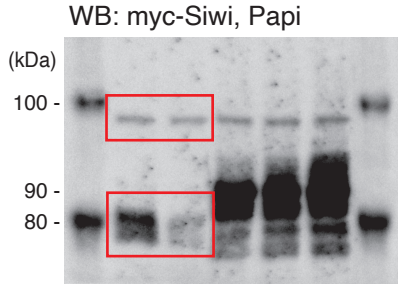

Supplementary Fig.4b

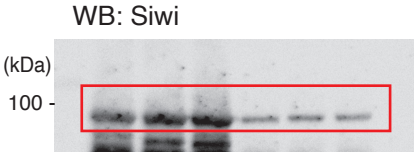

Supplementary Fig.4c

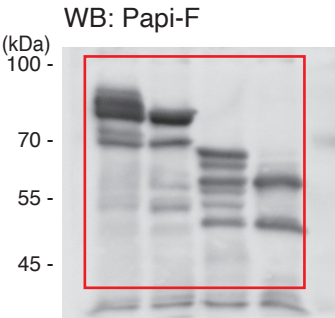

Supplementary Fig.4d

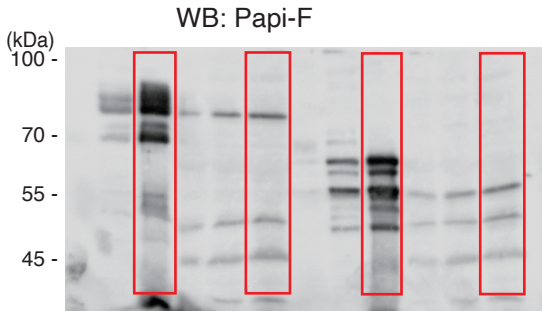

**Supplement:** Supplementary file 4 — Source Data

How the deposited data were processed for this re-analysis (not part of the article)

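The data are FAST-iCLIP libraries of BmN4 cells that expressed Flag-tagged WT Papi or Papi1-222, with 3 libraries in each group. The authors trimmed the reads with Cutadapt, discarded reads shorter than 27 bp, collapsed duplicates by sequence and random barcode with the fastx-collapser, removed the 9-nt barcode and mapped the reads to the Bombyx genome assembly in SilkBase with STAR. The deposited values are counts of each tag sequence, not normalized. They precede the mapping to Papi-RIP sequences, which are of another study and were not used here, and the deposited tags are not marked as matching or not. The share of tags on Papi-RIP sequences therefore uses the paper's matched reads from the Source Data file over the deposited totals. The paper compared these shares with a two-sided test of Student's type; an exact permutation test was used here because each group has 3 values.

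A genome sequence was not used here, so tags were analysed by sequence and no gene names or positions are given. Libraries were grouped by the condition and replicate number in their labels and in the Source Data file. The pairing of replicates comes from those shared numbers, and replicate 3 of both groups was labelled separately from the others. A tag counted as found when its first 18 nt occurred on the same strand at any offset in a library of another replicate number. Base content, tag length, first and last base and the shares of all 4-mers were computed from tag counts. Groups of tags with the same first 18 nt were tested with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test) in R 4.3.3, and 4-mers with limma 3.58.1 on log2 shares, both with Benjamini-Hochberg adjustment at 0.05. DESeq2 1.42.0 was the alternative for tag groups. Shares were computed with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1.

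Both tests were tested on simulated data. With 200 of 2490 tag groups changed by 2 on the log2 scale, 154 of the changed groups passed the filter on low counts and 95.5% of these were recovered, which is 73.5% of all the changed groups, with 8 false calls. With 30 of 256 4-mers changed by 0.5, all were recovered with 1 false call. The spread between libraries was fixed in advance in both simulations, with no shared deviation of same-numbered libraries. For the 4-mers it was smaller than the spread estimated in the data, so these rates can be too favourable.

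The tested tag groups held between 22.6% and 38.9% of the tags of a library, so rare tags entered the shares but not the test of tag groups. The smallest share that 3 counts can show was between 0.000473% and 0.0019% of a library. Most sequences named in the text were chosen by a rule: the 5 tag groups with the largest rise and the 5 with the largest fall among those past the threshold whose groups did not overlap, the 3 most abundant sequences of each group, the 3 4-mers that rose and the 3 that fell most, and the RT3-1 piRNA by its northern probe. The oligonucleotide sequence GTCCGACGATC, the abundant group CCATGAAAGGCGTTGGTC and the 4-mers furthest from the prediction of base content were named after the data were seen, and the Papi sequences come from listed primers. Alternatives concerned the definition of a found tag, the reference, subsampling to 157657 tags, the normalization and filter of the tag groups, tag length, abundant sequences, the replicate block and leaving out each library. Comparisons of tags by genomic position, repeat or gene were left out.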

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

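Apart from the splits of the libraries and counting each sequence once, the tests in this part were chosen after the data were seen. Each signal lies in a measure that the paper does not report.

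The sequence GTCCGACGATC was carried by 3.50% of the tags of Papi1-222 replicate 2, against 0.198% and 0.129% in Papi1-222 replicates 1 and 3 and 0.259%, 1.19% and 0.112% in WT Papi replicates 1, 2 and 3, so replicate 2 had the highest share in both groups. Of the 20370 such tags of Papi1-222 replicate 2 with at least 7 nt after the sequence, 96.6% had GGTT at positions 4 to 7 after the sequence, against 0.394% of the other tags of that library at a matching position, and it was 90.9% of such tags in WT Papi replicate 2. A barcode with a fixed centre joined to a library oligonucleotide is a candidate explanation. Taking these tags out of the denominators, with the paper's matched reads kept as they are, changed the difference in tags on Papi-RIP sequences from -18.8 to -18.6 percentage points, but they are too few for this to have moved it far.

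Of Papi1-222 tags, 17.0% ± 3.05 (SD, n = 3) had their first 18 nt in the other Papi1-222 libraries but not in the WT Papi libraries of those numbers, against 8.08% ± 2.03 (SD, n = 3) of WT Papi tags (exact permutation test, two-sided, p = 0.1, the smallest possible), a difference of 8.88 percentage points. Depth could produce this, because the Papi1-222 libraries are deeper, but with every library subsampled to the same total the difference was 7.10 points. With the same length distribution in both groups it was 7.34 points. Neither depth nor tag length accounts for most of it. Binding of Papi1-222 to RNAs outside the WT Papi set remains a hypothesis, and other causes, such as the region cut from the gel for proteins of different size, were not tested.

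With Papi1-222, 431 tag groups were higher. After subsampling every library to the same total, 394 groups passed and 37.1% of them were higher with Papi1-222, against 47.2% at full depth, so the number and its balance depend on depth, which may account for part of both. Only 1061 groups passed the count filter then, against 2490 at full depth. The lower number therefore does not show that a smaller share of the tested groups differed. Joining groups that differ by 1 base from a group with at least 10 times their total left 972 groups past the threshold. Of the 4 splits of the libraries that part all 3 same-numbered pairs, 1 gave as many groups, the real one, and a share of 1 in 4 cannot separate it from chance. The other 6 of the 10 splits part 1 pair each, so differences between replicate numbers enter them. No split but the real one gave any group past the threshold, and they had between 1 and 109 groups with an unadjusted p under 0.05.

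A and U made up 68.3% of the bases of Papi1-222 tags, 6.41 percentage points above WT Papi. The difference was 4.72 points with the same length distribution and 6.10 with each sequence counted once, so neither accounts for most of it. It was 6.60 without the tags that carry the oligonucleotide sequence, which are too few to have moved it far. A preference of the KH domains for such RNA without the Tudor and auxiliary domains may be a cause, and is a hypothesis found on these data. Of the tags that ended before the end of the read, 80.2% ended in G with WT Papi and 70.6% with Papi1-222. The fragment ends thus differed between the groups. Whether a difference in RNase digestion contributes to the difference in A and U was not tested.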

How the results depend on the processing

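All alternatives were fixed before the data were examined, except the same length distribution, tags under 42 nt, leaving out the oligonucleotide sequence, joined tag copies, subsampled tag groups and the share of tags that fill the read, which were chosen after seeing the data. The tests of tags by gene, by number of genomic positions, in masked sequence, on rRNA, on exons and outside genes were not run, since no genome sequence was used here. The deposited totals equal the paper's input reads, so the alternative denominator gave no other value.

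The difference in tags on Papi-RIP sequences had a mean of -18.8 percentage points under the paired comparison (replicate block), which cannot change a mean, and kept its sign in the 6 fits that each left out a library (from -21.1 to -16.1). Those matched reads are the paper's, so no other choice in the matching was varied.

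The difference in tags found in the other WT Papi libraries depended on the definition. It was -0.896 percentage points with the whole tag contained, -10.2 with reference tags seen at least 2 times, -9.81 with each sequence counted once and -2.94 with the same length distribution, and it reversed to 5.45 against the Papi1-222 reference. The fits without a library gave from -8.35 to -4.48 and the replicate block gave -6.34. The first 25 nt gave -5.96 and libraries subsampled to the same total gave -7.14. The same length distribution removed most of the difference. With the whole tag contained, longer tags are harder to match, so that value can also reflect the longer WT Papi tags. For the other settings the cause was not tested.

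The difference in A and U was 4.72 points with the same length distribution, and from 5.79 to 6.97 in the fits without a library. The difference in tags ending in G was -5.42 with each sequence counted once and -9.63 among tags under 42 nt, and reversed to 0.866 among tags of at least 25 nt; the fits without a library gave from -4.64 to -1.88. A 42-nt tag fills the read, so its last base need not be a fragment end. Such tags were 17.1% with WT Papi and 5.18% in the other group. The mean share ending in G was 80.2% and 70.6% among tags under 42 nt. Over all tags it was 71.3% and 68.4%, so the 42-nt tags reduced the difference. They may also account for the reversal, but tags of at least 25 nt were not compared without them. With each sequence counted once, the cause was not tested. Differences in tags starting with U (from -4.81 to -1.72 without a library), in mean length (from -3.41 to -2.24 nt) and in tags of 42 nt (from -13.8 to -9.62) moved by less than the spread between libraries in every alternative run.

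The number of tag groups was 187 with at least 10 counts in every library, where 475 were tested, and 394 with subsampled libraries, where 1061 were tested. It ranged from 0 to 896 over the 6 fits that each left out a library, and was 102 without WT Papi replicate 1, 0 without Papi1-222 replicate 1 and 475 without Papi1-222 replicate 2; in the fit with 0, 1193 groups had an unadjusted p under 0.05. The balance of directions was not stable. Against 431 higher and 483 lower with Papi1-222, there were 326 higher and 783 lower with at least 10 counts over all libraries (1109 groups), 362 and 518 with DESeq2, 146 and 571 without WT Papi replicate 2, and 7 and 95 without WT Papi replicate 1. With DESeq2 there were 880, of which 838 were shared with the 914 of edgeR, with library size alone 895, and with the replicate block 1357. The filter of at least 10 counts over all libraries shared 442 with the 914. The fits without a library shared from 0 to 627 with them, so which groups pass depends on the filter and the libraries. The number of 4-mers was 100 in the first 10 nt and from 97 to 153 over the fits without a library, and 179 with the replicate block. Of 115 values for single tag groups under alternatives, 14 were weaker, with adjusted p up to 0.058, and none reversed, but 8 of the 10 named groups were not tested with subsampled libraries and none with at least 10 counts in every library; all 72 for single 4-mers stayed past the threshold.

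Depth limits the sequence comparisons. At least 81.6% of the sequences in every library were seen once, so the absence of a tag from a library does not show that the RNA was not bound.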

Other observations

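Apart from the splits of the libraries, the tests in this part were chosen after the data were seen.

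Papi1-222 tags were found less often in the other WT Papi libraries, with a difference of -6.34 percentage points. With the same length distribution the difference was -2.94 points, so shorter tags may account for most of it. Among tags of 42 nt, Papi1-222 was higher (85.5%, 84.5% and 80.8% against 77.7%, 77.8% and 76.0% with WT Papi). Among tags of 18 to 24, 25 to 32 and 33 to 39 nt the groups overlapped. The matched value combines these classes, so it does not show how much of the difference tag length accounts for. Among tags that did not occur in the Papi1-222 libraries of other replicate numbers the difference was -7.32 points, but this choice of tags removes recurrent Papi1-222 sequences and so cannot show whether sequences common to every library produce it. Tags found in both references were 60.0% of WT Papi and 56.5% of Papi1-222 tags, and those found only in the WT Papi reference were 5.33% and 2.43%. Whether tag length also affects the share on Papi-RIP sequences was not tested, since the matching tags are not marked. 

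Fewer Papi1-222 tags filled the read (5.18% ± 3.22 against 17.1% ± 4.23, SD, n = 3). The difference was -11.9 points, and -11.5 with each sequence counted once, so a few abundant tags do not account for it. It was -11.9 without the tags that carry the oligonucleotide sequence, which are too few to have moved it far. The fragments selected on the gel for proteins of different size were not compared.

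Base shares alone predicted 54.5% of the variance of the log2 ratios over all 4-mers, so base content may account for much of the 4-mer result. The largest departures in each direction were ACGU, with a log2 change of -1.55 against -0.32 predicted, and CGUU, with -1.46 against -0.33, and GGGG, with -0.50 against -1.94, and GCGG, with -0.38 against -1.58. Of the 4 splits that part all 3 same-numbered pairs, 1 gave as many 4-mers, the real one, which cannot separate it from chance; the other splits gave 0, with at most 13 at an unadjusted p under 0.05.

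The highest counts differed by 2.31-fold between libraries while the totals differed by 4.02-fold. If 5 of the 9 barcode bases are random, the number of possible barcodes could limit the counts of abundant tags. The highest counts of Papi1-222 replicates 1 and 3 were 104% and 117% of that number, so a strict limit at it does not hold.

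The 22 nt AACTTCGATCTATCGTATCCCG of the Papi mRNA, from a listed primer that lies in the part deleted from Papi1-222, were in 9, 2 and 1 tags with WT Papi and in 0 tags in each Papi1-222 library. The sequence of the other listed primer in the deleted part was in 0 tags of every library. Those of the 3 listed primers in the retained part were in 0 tags with Papi1-222 and in at most 1 with WT Papi. With so few WT Papi tags, they cannot show whether the zeros with Papi1-222 are specific to the deleted part.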
